# Specific and redundant roles for Gli2 and Gli3 in establishing cell fate during murine hair follicle development

**DOI:** 10.1038/s44318-025-00519-9

**Published:** 2025-08-26

**Authors:** Gokcen Gozum, Lakshit Sharma, Paula Henke, Lisa Wirtz, Mareike Damen, Viktoria Reckert, Peter Schettina, Melanie Nelles, Craig N Johnson, Hisham Bazzi, Catherin Niemann

**Keywords:** Hedgehog, Gli2, Hair Follicle, Sebaceous Gland, Stem Cell, Cell Adhesion, Polarity & Cytoskeleton, Development, Stem Cells & Regenerative Medicine

## Abstract

Formation of skin epithelial appendages like hair follicles requires hedgehog (Hh) signal reception, its conduction through the primary cilium and activation of Gli transcription factors. How Hh signalling induces cell-type-specific responses through Gli transcription factors in hair follicle stem cells and their cilia-dependence remains unclear. Here, we use conditional mouse mutants to genetically dissect the roles of Gli2 and Gli3 transcription factors and cilia in the skin epithelium. Upon keratinocyte-specific depletion of Gli2, hair follicle morphogenesis is delayed whereas sebaceous gland formation is enhanced, suggesting a dual role for Gli2 during appendage development. Gli2 promotes proliferation of sebaceous gland stem cells, impacting the number and size of individual sebaceous gland lobes. While ablation of Gli3 shows no detectable phenotypes, hair follicle cell fate is blocked in Gli2/Gli3 double knockout (dKO) mice, suggesting functional compensation. Finally, loss of cilia phenocopies the depletion of Gli2 but not the Gli2/3 dKO mutants. Our study reveals compartment-specific regulation of murine skin morpohogenesis by Gli2 and cilia-independent activator functions of Gli3 in the absence of Gli2.

## Synopsis

How ciliary hedgehog (Hh) signalling contributes to mammalian skin formation remains poorly defined. This study identifies dual compartment-specific roles for Hh transcription factors Gli2 and Gli3 in the development and maintenance of the skin epithelium.

- Keratinocyte-specific depletion of Gli2 impairs hair follicle maturation.
- Keratinocyte-specific depletion of Gli2 enhances sebaceous gland development and maintenance.
- Gli3 activator function compensates for the loss of Gli2 during hair follicle morphogenesis.
- Cilia mediate epidermal Gli2 but not Gli3 signalling in the skin epithelium.

## Abstract (web summary)

Hedgehog pathway transcription factors safeguard skin epithelium development and maintenance in tissue-compartment-specific manner.

## Introduction

Deciphering the molecular and cellular networks driving the induction and maintenance of complex epithelial structures remains a major challenge in regenerative medicine. Morphogenesis of the mammalian skin involves an intricate crosstalk between different cell types and the hedgehog (HH) signalling pathway emerged as a key player not only for the development of epithelial appendages, like hair follicles (HF) (Chiang et al, 1998; Sennett and Rendl, 2012), but also for the process of HF neogenesis of injured skin (Lim et al, 2018; Sun et al, 2020; Frech et al, 2022; Liu et al, 2022). Importantly, abnormal activation of HH in epithelial cells induces cancer and constitutes the main driver for basal cell carcinoma (BCC) formation in the skin (Oro et al, 1997), thus highlighting the necessity to better understand the cellular mechanisms of HH signalling particularly in the skin epithelium, to allow for therapeutic strategies preventing disease formation.

The HH signal is translated into cell-specific responses by members of the Glioma-associated oncogene homologue (Gli) family of transcription factors (Zhang and Beachy 2023; Briscoe and Thérond, 2013). Upon HH ligand exposure, cells respond by posttranslational processing of the Gli protein into predominantly transcriptional activators (Gli^A^). In the absence of HH ligands, Gli proteins can function as transcriptional repressors (Gli^R^), preventing the expression of HH target genes (Aza-Blanc et al, 1997; Méthot and Basler, 1999; Niewiadomski et al, 2014). Mammalian HH signalling and Gli processing into Gli^A^ or Gli^R^ may require the primary cilium, an antenna-like protrusion present in most post-mitotic cells in the mammalian body (Nozawa et al, 2013; Lee et al, 2016). The movement of HH signalling intermediates into and out of the cilium is facilitated by intraflagellar transport (IFT) proteins. Defects in various components of cilia result in severe birth abnormalities termed ciliopathies that are also characterised by misregulation of HH target genes (Huangfu et al, 2003; Ho and Stearns, 2021).

Mechanistic studies showed that in the absence of HH ligands, the HH receptor patched 1 (Ptch1) suppresses its co-receptor smoothened (Smo). HH ligand binding to Ptch1 inhibits Smo suppression, allowing it to move to the primary cilia and activate HH signal transduction, including Gli-mediated expression of HH target genes (Zhang and Beachy, 2023). The disruption of the IFT complexes, including IFT88, leads to the loss of cilia and subsequently interferes with HH signalling (Huangfu et al, 2003; Houde et al, 2006). The role of primary cilia in HH signal transduction is complex and context-dependent. Given the importance of the HH-cilia signalling axis in numerous developmental processes and malignancies, a better understanding of the function of cilia in the processing and activation of Gli proteins is crucial.

HH signalling is essential for epidermal appendage formation in mammalian skin. Previous studies in Shh^−/−^ and Gli2^−/−^ mice revealed that Shh signalling, although dispensable for HF initiation, is required for HF down-growth past the hair germ stage of appendage formation. In particular, epithelial proliferation is decreased in developing HFs in both Shh^−/–^ and Gli2^−/−^ mice (St-Jacques et al, 1998; Chiang et al, 1998; Mill et al, 2003). The expression of Gli1, one of the three transcription factors and also a target gene of active HH signalling, is regulated by epithelial Gli2 activity in the skin. However, the loss of Gli1 does not disrupt mouse development, suggesting that Gli1 does not play a major role in mammalian skin development (Park et al, 2000; Bai et al, 2002; Mill et al, 2003). Earlier results implicated Gli2 as the primary activator downstream of HH signalling and key transcription factor mediating HH responses in the epidermis (Mill et al, 2003). However, due to potential functional redundancy of Gli2 and Gli3, the specific roles of the individual transcription factors in the mammalian skin epithelium have not been reported.

During HF morphogenesis, the HH response is induced in both, the epithelium and stromal cells, indicating that HH signal reception occurs in different HF compartments. Mouse models with a dermis-specific loss of Smo function showed the loss of dermal papilla precursor cells (Woo et al, 2012). Disrupting cilia assembly in the ventral dermis leads to an early arrest of HF development, similar to the HF defect observed in Shh^−/−^ and Gli2^−/−^ mice (Lehman et al, 2009; St-Jacques et al, 1998; Chiang et al, 1998; Mill et al, 2003). The *Ift88* and *Kif3a* cilia mutant mice with small or absent dermal condensates revealed that dermal cilia are critical signalling components for normal HF morphogenesis (Lehman et al, 2009). More recently, it has been shown that HH activation in dermal papilla fibroblasts by expressing an active Smo mutant can induce new hair growth and increase fibroblasts heterogeneity (Liu et al, 2022). Genetic mouse experiments analysing IFT cilia mutants showed that the molecular trafficking machineries can be segregated according to their function in either ciliogenesis or in mediating HH signalling (Yang et al, 2015). However, how cilia function is linked to Gli processing and HH pathway activation in the mammalian skin epithelium still remains unclear.

Here, we use genetic approaches combined with single-cell transcriptome analysis to identify Gli2 as a crucial transcription factor executing context-specific functions in skin appendage formation. Upon depletion of Gli2, but not Gli3, from the murine epidermis, HF morphogenesis is delayed, whereas sebaceous gland (SG) formation is promoted, demonstrating a dual role for Gli2 in different HF sub-compartments. Mechanistically, our data reveal that Gli2 specifically regulates the proliferation of SG stem cells, thereby controlling the development and maintenance of the number and size of individual SG lobes. Ablation of both, Gli2 and Gli3 in the skin epithelium, suggests redundant functions for both transcription factors. HF morphogenesis and differentiation are blocked in double knockout mice, mimicking the skin phenotype observed upon epidermal depletion of the HH receptor Smo. Finally, our work reveals cilia-independent Gli activator functions of Gli3 in Gli2 epidermal knockout mice.

## Results

### Keratinocyte-specific ablation of Gli2, but not Gli3, causes defective hair follicle formation

To test the role of Gli transcription factors in the murine epidermis, we crossed Gli2^fl/fl^ mice with K14Cre transgenic mice that express Cre recombinase from embryonic day (E) 10 onwards (Corrales et al, 2006; Hafner et al, 2004). At birth, K14Cre^tg^;Gli2^fl/fl^ mice (thereafter referred to as Gli2^EKO^), lacking Gli2 specifically in keratinocytes, were macroscopically indistinguishable from Gli2^fl/fl^ littermates. However, histological analysis of back skin tissue revealed that HF development was just initiated in Gli2^EKO^ newborn mice at postnatal day 0 (P0), whereas HFs were already growing deep into the underlying dermal tissue in control mice, indicating a strong delay or block in HF morphogenesis in Gli2^EKO^ animals (Fig. 1A). The hair growth defect became macroscopically visible with impaired hair coat formation in Gli2^EKO^ mice at postnatal day 6 (P6) (Fig. EV1A). Analysis at P6 further demonstrated that the number of HFs was significantly reduced in Gli2^EKO^ mice (Fig. 1B,C). Next, we investigated whether the lower HF number was due to a growth defect of a particular type of pelage hair. Compared to control littermates, Gli2^EKO^ mice showed a dramatic decrease in zigzag hairs (third wave, ~75% of pelage hair) and a slight increase in auchene/awl type of HF (second wave, ~25% of pelage hair), while guard hairs (~2%, first wave of pelage hair) were not changed (Fig. 1D). Our data demonstrate that epidermal Gli2 activity is required for HFs forming in the second and third wave of pelage hair morphogenesis, starting at E16.5 and E18.5, respectively.

**Figure 1:**
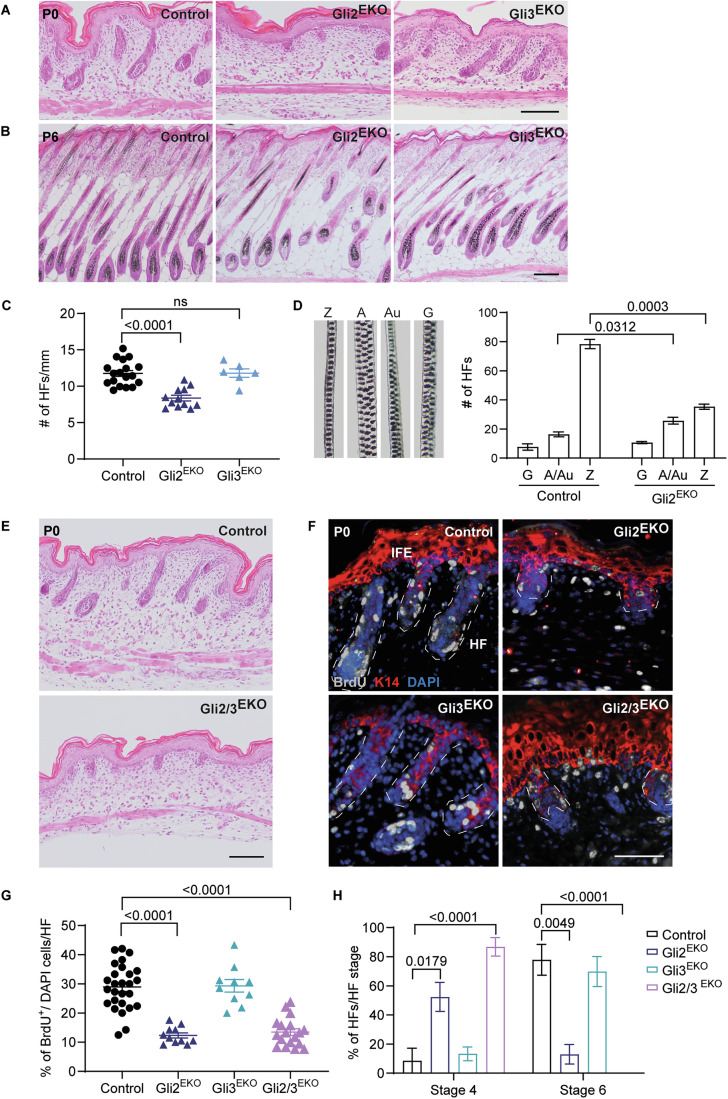
Synergistic functions of Gli2 and Gli3 are crucial for normal hair follicle morphogenesis. (**A, B**) Representative H&E staining of back skin sections from P0 (**A**) and P6 (**B**) Gli2^EKO^, Gli3^EKO^ and control littermates. (*n* = 3 mice/genotype). (**C**) Quantifications of HFs in back skin from P6 Gli2^EKO^, Gli3^EKO^ and control mice. Three different areas per animal were counted (*n* = 3–6 mice/genotype) (*p* value = 1.74e-06). (**D**) Representative images (left) of Zigzag (Z), Awl (A), Auchene (Au) and Guard (G) hair types and quantification (right) of 100 back skin HFs from P16 Gli2^EKO^ and control mice. (*n* = 3 mice/genotype). (**E**) Representative H&E staining of back skin sections from P0 Gli2/3^EKO^ and control littermates. (*n* = 3 mice/genotype). (**F**) Immunofluorescence staining for BrdU (grey), K14 (red) and DAPI (blue, nuclei) of back skin sections from P0 Gli2^EKO^, Gli3^EKO^, Gli2/3^EKO^ and control mice. (*n* = 3–4 mice/genotype). Dashed lines mark HFs. (**G**) Quantification of BrdU^+^/DAPI^+^ ratio in back skin HFs in P0 Gli2^EKO^, Gli3^EKO^, Gli2/3^EKO^ and control mice. About 2–6 HFs per animal were counted (*n* = 2–4 mice/genotype) (*p* value = 2.17e-10 for Gli2^EKO^ and 2.23e-10 for Gli2/3^EKO^). (**H**) Quantification of the percentage of HFs/HF stages 4 and 6 in P0 Gli2^EKO^, Gli3^EKO^, Gli2/3^EKO^ and control mice. About 4–10 HFs per animal were counted (*n* = 3–5 mice/genotype) (*p* value = 8.02e-05 for stage 4 and 8.13e-05 for stage 6 Gli2/3^EKO^). Scale bars 100 µm (**A**, **B**, **E**) and 50 µm (**F**). Data were presented as mean ± SEM. *P* value calculated using unpaired Student’s *t*-test. Source data are available online for this figure.

**Figure EV1:**
Characterisation of Gli^EKO^ and Smo^EKO^ mouse models. (**A**, **B**) Representative images (**A**) and body weight (**B**) of P6 Gli2^EKO^, Gli3^EKO^, Gli2/3^EKO^ and control mice. (*n* = 3-16mice/genotype). (**C**, **D**) qRT-PCR analysis for Gli2 (**C**) and Gli3 (**D**) mRNA expression in tail epidermis from P6 Gli2/3^EKO^ and control littermates. Each datapoint represents one animal. (*n* = 3 mice/genotype). (**E**) qRT-PCR analysis for Gli2 mRNA expression in back skin epidermis from P3 Gli2^EKO^ and control littermates. Each datapoint represents one animal. (*n* = 3–4 mice/genotype). (**F**) Representative H&E staining of back skin sections from P2, P6 and P49 Gli2/3^EKO^ and control littermates (*n* = 3 mice/genotype). (**G**) Representative H&E staining of back skin sections from P0 Smo^EKO^ and control littermates. Each datapoint represents one animal. (*n* = 3 mice/genotype). Scale bars 50 µm (**F**, **G**). Data were presented as mean ± SEM. *P* value was calculated using an unpaired Student’s *t*-test.

To understand the role of epidermal Gli3 in appendage formation, we also generated a conditional epidermis-specific knockout for Gli3 (thereafter Gli3^EKO^ mice) (Blaess et al, 2008; Hafner et al, 2004). Gli3^EKO^ mice could not be distinguished from their littermate controls shortly after birth and Gli3^EKO^ skin histology appeared similar to that of control animals (Fig. 1A). In contrast to Gli2^EKO^ mice, HF morphogenesis, including HF number, appeared normal in Gli3^EKO^ animals (Fig. 1B,C), consistent with the phenotype seen in Gli3^−/−^ mice (Mill et al, 2003). Together, the data indicate an important role for epidermal Gli2, but not Gli3, in the early stages of secondary and tertiary HF morphogenesis.

### Epithelial Gli2 and Gli3 have redundant functions in hair follicle morphogenesis

To address the possibility that Gli2 and Gli3 exert redundant functions and compensate for each other in the mouse epidermis, we generated Gli2/3^EKO^ double knockout mice by depleting both transcription factors from the epidermal tissue. Unlike Gli2^EKO^ and Gli3^EKO^ single mutants, Gli2/3^EKO^ double mutants had significantly decreased body weight and showed severe skin abnormalities that became macroscopically apparent at P6 (Fig. EV1A–E). At birth, Gli2/3^EKO^ mice showed histologically abnormal and blocked hair growth (Fig. 1E). However, skin abnormalities were much more severe compared to control and Gli2^EKO^ mice (Fig. 1A), where Gli2/3^EKO^ mice did not show any hair growth (Fig. EV1F). The skin defects were particularly prominent starting at P6, a time when control littermates had fully developed HFs reaching into the skin fat layer, and Gli2/3^EKO^ mice exhibited deformed epithelial invaginations and cyst-like structures that were not growing into the fat tissue of the skin (Fig. EV1F). These results demonstrate that epidermal Gli2 and Gli3 together are required for appendage formation in the mammalian skin. The data also point to redundant functions for Gli2 and Gli3 because single knockout mice showed milder (Gli2^EKO^ mice) or no detectable (Gli3^EKO^ mice) skin phenotypes.

Because HH signalling is associated with cell proliferation in the skin (St-Jacques et al, 1998; Chiang et al, 1998; Mill et al, 2003; Park et al, 2018), we next investigated whether changes in HF progenitor cell proliferation were associated with the HF defects in Gli2^EKO^ and Gli2/3^EKO^ mutant mice. Analysis of BrdU incorporation in newborn mice showed strong reduction of BrdU-positive cells in developing HFs of both, Gli2^EKO^ and Gli2/3^EKO^, but not Gli3^EKO^ mice, when compared to control littermates (Fig. 1F,G). The decrease in proliferation was also reflected by the differences in HF morphogenesis: whereas the majority of HF of Gli3^EKO^ and control mice where mainly in stage 6 of HF development, follicles of Gli2^EKO^ and Gli2/3^EKO^ mice were still delayed at stage 4 (Fig. 1H) (Paus et al, 1999; Saxena et al, 2018).

The contribution of both Gli2 and Gli3 to normal appendage formation in mammalian skin prompted us to investigate whether these two transcription factors are mediating the collective HH signalling response in the mammalian epidermis. We thus asked how the phenotypes of the individual and double Gli knockout mice compare to the skin phenotype of mice with the epidermal deletion of Smo, the membrane receptor for HH signalling (thereafter Smo^EKO^ mice). Smo^EKO^ mice were generated by crossing Smo^fl/fl^ line with the K14Cre mouse line (Long et al, 2001; Hafner et al, 2004). Importantly, the skin phenotype of Smo^EKO^ newborn mice looked very similar to Gli2/3^EKO^ mice with an arrest in HF formation at the hair germ stage of morphogenesis (Fig. EV1G). Our observations in Smo^EKO^ mice are supported by previous reports showing that depletion of Smo from mouse epidermis leads to defects in HF formation (Lichtenberger et al, 2016; Gritli-Linde et al, 2007).

### Gli2 and Gli3 are required for hair lineage differentiation and hair follicle stem cells

Next, we investigated whether Gli transcription factors play a role in HF stem and progenitor lineage differentiation and analysed the expression of specific hair differentiation markers at P6, when HF progenitors undergo differentiation. Immunofluorescence analysis detected keratin (K) 75, a marker for the HF companion layer, and the HF inner root sheath marker K71 in control and Gli3^EKO^ mice. The hair cortex marker K86 showed less expression during these early stages of HF formation and was normally expressed in Gli3^EKO^ and littermate control mice (Fig. EV2A), demonstrating that hair lineages were normally generated in Gli3^EKO^ mice. We also analysed P6 Gli2^EKO^ mice, when the growth of some HF was regained after the initial block in HF morphogenesis seen in newborn mice (Fig. 1A–D). Indeed, immune stainings for hair keratins revealed that fewer HF expressed these hair lineage markers (Fig. EV2A). However, RNA analysis showed that K75, K71 and K86 expression were significantly reduced in Gli2^EKO^ mice compared to control and Gli3^EKO^ animals (Fig. EV2B,C), most likely reflecting the delay in HF morphogenesis and a reduction in HF number observed in Gli2^EKO^ mice (Fig. 1A–C).

**Figure EV2:**
Analysis of hair lineage differentiation in Gli2^EKO^ and Gli3^EKO^ mice. (**A**) Immunofluorescence staining for K15 (green), K75 (red), K71 (grey), K86 (green) and DAPI (blue, nuclei) of back skin sections from P6 Gli2^EKO^, Gli3^EKO^ and control mice. (*n* = 3 mice/genotype) (redisplay of data for control mice from Fig. 2A). (**B**, **C**) qRT-PCR analysis of Krt75, Krt71 and Krt86 mRNA expression in back skin of P6 Gli2^EKO^ (**B**) and Gli3^EKO^ (**C**) and control littermates. (*n* = 3–4 mice/genotype). Scale bar 50 µm. Data were represented as mean ± SEM. *P* value was calculated using paired (**B**) and unpaired Student’s *t*-test (**C**).

Remarkably, expression of hair lineage markers was completely blocked at P6 in Gli2/3^EKO^ mice when compared to control skin samples (Fig. 2A). A block in hair differentiation marker expression was also detected at the mRNA level (Fig. 2B), indicating that HF progenitor cells do not undergo hair lineage differentiation in Gli2/3^EKO^ mice. We then asked what epithelial cell types populate the abnormal HFs and cyst-like structures observed in Gli2/3^EKO^ mutants. Interestingly, K10 and filaggrin, markers for supra-basal keratinocytes within the interfollicular epidermis, were both detected in the cyst-like abnormal HF structures in Gli2/3^EKO^ mice, but not in HFs of littermate controls (Fig. 2C,F). Quantification of K10 and filaggrin protein on tissue sections showed a significant increase in abnormal HFs (Fig. 2D,G). Further, mRNA expression of Krt10 and filaggrin is strongly elevated in Gli2/3^EKO^ epidermal tissue (Fig. 2E,H). Large cyst-like structures are maintained in adult Gli2/3^EKO^ skin and are also positive for squamous marker expression, e.g. filaggrin (Fig. EV3A–F). These results indicate that both transcription factors, Gli2 and Gli3, together are required for HF progenitor lineage differentiation.

**Figure 2:**
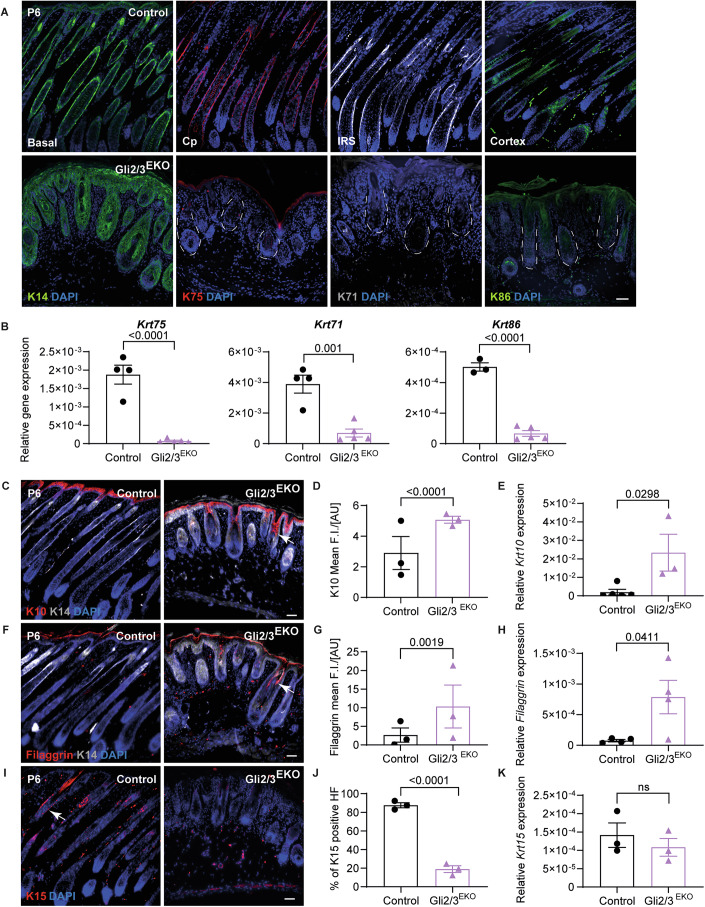
Gli2 and Gli3 are required for hair lineage differentiation and hair follicle stem cells. (**A**) Immunofluorescence staining for K14 (green), K75 (red), K71 (grey), K86 (green) and DAPI (blue, nuclei) of back skin sections from P6 Gli2/3^EKO^ and control littermates. (*n* = 3 mice/genotype). Dashed lines mark abnormal HFs in Gli2/3^EKO^ skin. (**B**) qRT-PCR analysis for Krt75, Krt71 and Krt86 mRNA expression in back skin from P6 Gli2/3^EKO^ and control littermates. A representative result from two technical replicates is shown. Each datapoint represents one animal (*n* = 3–5 mice/genotype) (*p* value = 9.66e-05 for Krt75 and 9.58e-06 for Krt86). (**C**, **D**) Immunofluorescence staining for K10 (red, arrow), K14 (grey) and DAPI (blue, nuclei) (**C**) and quantification of K10 (**D**) in back skin sections from P6 Gli2/3^EKO^ and control littermates. (*n* = 3 mice/genotype). K10 fluorescence intensity (FI) per arbitrary unit (AU) (*p* value = 4.91e-05). (**E**) qRT-PCR analysis for Krt10 mRNA expression in back skin from P6 Gli2/3^EKO^ and control littermates. Each datapoint represents one animal. (*n* = 3–5 mice/genotype). (**F**, **G**) Immunofluorescence staining for Filaggrin (red, arrow), K14 (grey) and DAPI (blue, nuclei) (**F**) and quantification of Filaggrin (**G**) in back skin sections from P6 Gli2/3^EKO^ and control littermates. (*n* = 3 mice/genotype). Filaggrin fluorescence intensity (FI) per arbitrary unit (AU). (**H**) qRT-PCR analysis for Filaggrin mRNA expression in back skin from P6 Gli2/3^EKO^ and control littermates. Each datapoint represents one animal (*n* = 4 mice/genotype). (**I**, **J**) Immunofluorescence staining for K15 (red, arrow) and DAPI (blue, nuclei) (**I**) and quantification of K15 (**J**) in back skin sections from P6 Gli2/3^EKO^ and control mice. Each datapoint represents one animal, and 104–270 HFs per animal were counted. (*n* = 3 mice/genotype) (*p* value = 5.67e-16). (**K**) qRT-PCR analysis for Krt15 mRNA expression in back skin from P6 Gli2/3^EKO^ and control littermates. Each datapoint represents one animal (*n* = 3 mice/genotype). Scale bars 50 µm (**A**, **C**, **F**, **I**). Data were presented as mean ± SEM. *P* value was calculated using an unpaired Student’s *t*-test. Source data are available online for this figure.

**Figure EV3:**
Defective hair differentiation in Gli2/3^EKO^ mice. (**A**, **B**) Immunofluorescence staining for K10 (red), K14(grey) and DAPI (blue, nuclei) (**A**) and quantification of K10 (**B**) in back skin sections from P49 Gli2/3^EKO^ and control littermates (*n* = 3 mice/genotype). K10 fluorescence intensity (FI) per arbitrary unit (AU). (**C**) qRT-PCR analysis of Krt10 mRNA expression in back skin from P49 Gli2/3^EKO^ and control littermates. The results shown are from two technical replicates (*n* = 2 mice/genotype). (**D**, **E**) Immunofluorescence staining for Filaggrin (red), K14 (grey) and DAPI (blue, nuclei) (**D**) and quantification of filaggrin (**E**) in back skin sections from P49 Gli2/3^EKO^ and control littermates (*n* = 3 mice/genotype). Filaggrin fluorescence intensity (FI) per arbitrary unit (AU) (*p* value = 8.42e-06). (**F**) qRT-PCR analysis of filaggrin mRNA expression in back skin from P49 Gli2/3^EKO^ and control littermates. The results shown are from two technical replicates (*n* = 2 mice/genotype). (**G**, **H**) Immunofluorescence staining for K15 (red, arrow) and DAPI (blue, nuclei) (**G**) and quantification of K15 (**H**) in back skin sections from P49 Gli2/3^EKO^ and control littermates. 50-147 HFs per animal were counted. (*n* = 3 mice/genotype) (*p* value = 5.4e-17). (**I**) qRT-PCR analysis of K15 mRNA expression in back skin from P49 Gli2/3^EKO^ and control littermates. The results shown are from two technical replicates (*n* = 2 mice/genotype). (**J**, **K**) Immunofluorescence staining for CD34 (red, arrow) and DAPI (blue, nuclei) (**J**) and quantification of CD34 (**K**) in back skin sections from P49 Gli2/3^EKO^ and control littermates. 106–175 HFs per animal were counted. (*n* = 3 mice/genotype) (*p* value = 8.17e-24). (**L**) qRT-PCR analysis of CD34 mRNA expression in back skin form P49 Gli2/3^EKO^ and control littermates. The results shown are from two technical replicates (*n* = 2 mice/genotype). Scale bars 50 µm (**A**, **D**, **G**, **J**). An asterisk marks an unspecified signal (**G**, **J**). Data were represented as mean ± SEM. *P* value was calculated using an unpaired Student’s *t*-test.

Given that hair differentiation was completely blocked in Gli2/3^EKO^ mice, we wondered whether HF SCs are generated in Gli2/3^EKO^ mice. To address this question, HF bulge SC marker K15 and CD34 were analysed. As expected, K15 is strongly expressed in growing HF at P6 and by bulge SCs localising to the lower permanent part of the telogen HF in adult control animals. However, K15 protein is not detected in abnormal cyst-like epithelial structures in Gli2/3^EKO^ P6 and adult mice (Figs. 2I and EV3G) and marker quantification shows a significant reduction of K15 protein on skin sections (Figs. 2J and EV3H). However, Krt15 mRNA expression is not significantly changed in P6 and P49 epidermis of Gli2/3^EKO^ mice (Figs. 2K and EV3I). Further, analysis of bulge SC marker CD34 revealed a strong reduction of CD34 protein in the skin epithelium of adult Gli2/3^EKO^ mice (Fig. EV3J,K), whereas CD34 mRNA expression was not significantly changed (Fig. EV3L). Together, these results demonstrate that Gli2 and Gli3 together are critical for the establishment and maintenance of bulge SCs and the differentiation of progenitor cells in distinct HF cell types.

### Gli2, but not Gli3 signalling, is cilia-dependent in the skin epithelium

Given that cilia play an important role in conducting the HH signal, we asked what roles do cilia play in mediating epithelial Gli transcription factor signalling in skin appendage formation? A cilia mutant Ift88^EKO^ mouse line was analysed, deleting Ift88 from the skin epithelium by crossing Ift88^fl/fl^ with K14Cre animals (Haycraft et al, 2007; Hafner et al, 2004; Damen et al, 2021). Importantly, Ift88^EKO^ mice do not form cilia in the skin epithelium (Damen et al, 2021; Croyle et al, 2011). Initial HF formation was delayed in Ift88^EKO^ newborn mice compared to control littermates (Fig. 3A). Later at P6, HF developed further and looked similar to those of control animals. However, the number of HFs was significantly reduced in Ift88^EKO^ mice (Fig. 3B). The phenotype seen in newborn and young Ift88^EKO^ mice appeared highly similar to the HF phenotype observed in Gli2^EKO^ animals (Fig. 1A–C).

**Figure 3:**
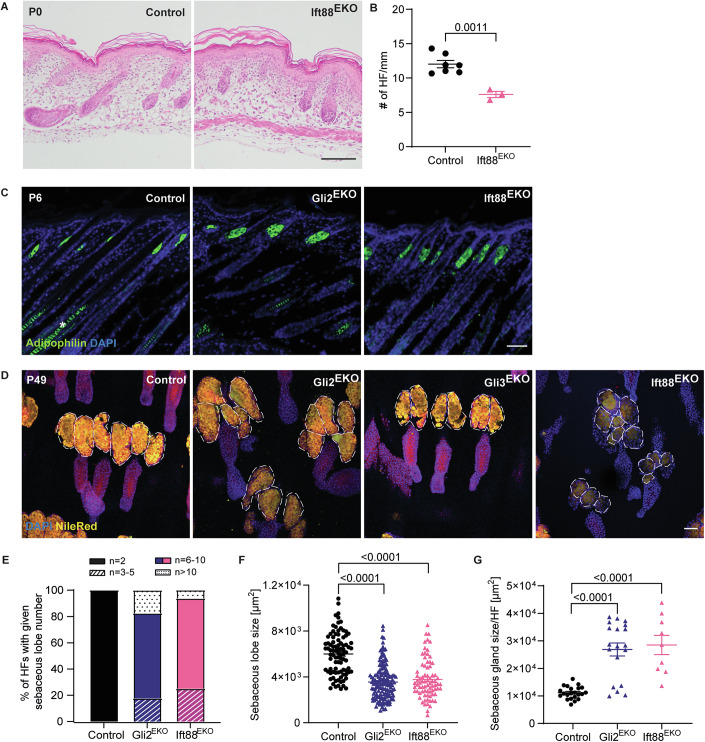
Gli2, but not Gli3, signalling is cilia-dependent in the skin epithelium. (**A**) Representative H&E staining of back skin sections from P0 Ift88^EKO^ and control littermates. (*n* = 3 mice/genotype). (**B**) Quantification of HFs/mm back skin from P6 Ift88^EKO^ and control littermates. (*n* = 3–7 mice/genotype). (**C**) Immunofluorescence staining for Adipophilin (green) and DAPI (blue, nuclei) of back skin sections from P6 Gli2^EKO^, Ift88^EKO^ and control mice. (*n* = 3 mice/genotype). (**D**) Nile red staining and DAPI (blue, nuclei) of epidermal whole mounts from tail skin from P49 Gli2^EKO^, Gli3^EKO^, Ift88^EKO^ and control mice. (*n* = 3 mice/genotype). Dashed lines mark the individual lobes of sebaceous glands. (**E**) Quantification of the percentages of HFs with a given number of sebaceous lobes in tail skin from P49 Gli2^EKO^, Gli3^EKO^, Ift88^EKO^ and control mice. 3–10 central HFs per animal were counted. (*n* = 3–4 mice/genotype). (**F**, **G**) Quantification of the size of individual sebaceous lobes (**F**) and total SG size (**G**) in tail skin from P49 Gli2^EKO^, Gli3^EKO^, Ift88^EKO^ and control mice. 3–10 central HFs were counted (*n* = 3–4 mice/genotype) (*p* value = 2.31e-23 for Gli2^EKO^ and 3.72e-14 for Ift88^EKO^ in (**F**)) (*p* value = 2.02e-08 for Gli2^EKO^ and 5.23e-08 for Ift88^EKO^ in (**G**)). Scale bars 100 µm (**A**), 50 µm (**C**, **D**). Data were presented as mean ± SEM. Non-specific fluorescence signals are marked with an asterisk. *P* value was calculated using an unpaired Student’s *t*-test. Source data are available online for this figure.

### Epidermal cilia-Gli2 signalling axis plays a specific role in the formation and maintenance of sebaceous glands

The resemblance of the skin phenotype seen in Gli2^EKO^ and Ift88^EKO^ mice also extended to the formation of sebaceous glands (SG), lipid-producing skin appendages normally attached to the HFs. At P6, SGs visualised by adipophilin staining appeared larger in the back skin of both Gli2^EKO^ and Ift88^EKO^ mice when compared to the littermate controls (Fig. 3C). These data show that, in contrast to HF development, the formation of SGs was not delayed but rather accelerated in Gli2- and cilia-defective mice, pointing to a cell-type-specific and context-dependent effect of HH signalling.

We wondered whether this is a transient defect during mouse development or that Gli2 signalling plays a general role in SG renewal and maintenance. To address this issue, we examined epidermal whole mounts of tail skin in adult mice, where two prominent sebaceous glands are attached to one HF and are easily accessible for more detailed characterisation. Our analyses revealed that the Nile Red-positive SGs were clearly enlarged in 7-week-old Gli2^EKO^ mice when compared to control littermates (Fig. 3D). In contrast, Gli3^EKO^ mice displayed SGs of normal size (Fig. 3D). Next, we wanted to know whether SGs were also affected in adult cilia mutant mice. Interestingly, SGs of adult Ift88^EKO^ mice were also enlarged and resembled the phenotype observed in Gli2^EKO^ mice of the same age (Fig. 3D).

Quantitative analysis revealed that the majority of SGs attached to one HF in Gli2^EKO^ and Ift88^EKO^ mice consisted of six to ten individual lobes, whereas glands in control littermates consistently contained two lobes. Some HFs in both mutant mouse lines contained SGs made of ten or more lobes (Fig. 3E). The individual SG lobes were also significantly smaller in Gli2^EKO^ and Ift88^EKO^ mice (Fig. 3F). Consequently, due to the dramatic increase in the number of lobes, the overall volume of the SGs attached to one HF was evidently increased in Gli2^EKO^ and Ift88^EKO^ mice when compared to littermate controls (Fig. 3G). Together, the similar phenotype seen in Gli2^EKO^ and Ift88^EKO^ mice points to cilia-dependent signalling of Gli2 in SG morphogenesis and maintenance (Croyle et al, 2011).

### Gli2 signalling regulates sebaceous gland progenitor cells during appendage formation

Next, we investigated the potential role of Gli2 during SG morphogenesis using epidermal tail whole mounts. We focused on P6, when SG formation is initiated and the first mature sebocytes emerge within the upper part of the HF (Frances and Niemann, 2012). Staining for the sebocyte marker adipophilin revealed that the number of developing lobes were increased in Gli2^EKO^ and Ift88^EKO^ mice early during appendage formation (Fig. 4A), supporting our finding at P49 (Fig. 3D,E). The developing lobes are localised to the same region of the HF as seen in control mice. Quantifications showed that the size of the individual lobes and the entire SGs were significantly increased to more than twice as big in Gli2^EKO^ and Ift88^EKO^ mice compared to littermate controls (Fig. 4B). Notably, the size and shape of the developing HFs were abnormal in whole mounts from Gli2^EKO^ tail epidermis. HFs were significantly thicker and shorter compared to controls (Fig. 4C,D), indicating that the proper coordination of growth within the HF structures was abnormal in P3 and P6 Gli2^EKO^ mice.

**Figure 4:**
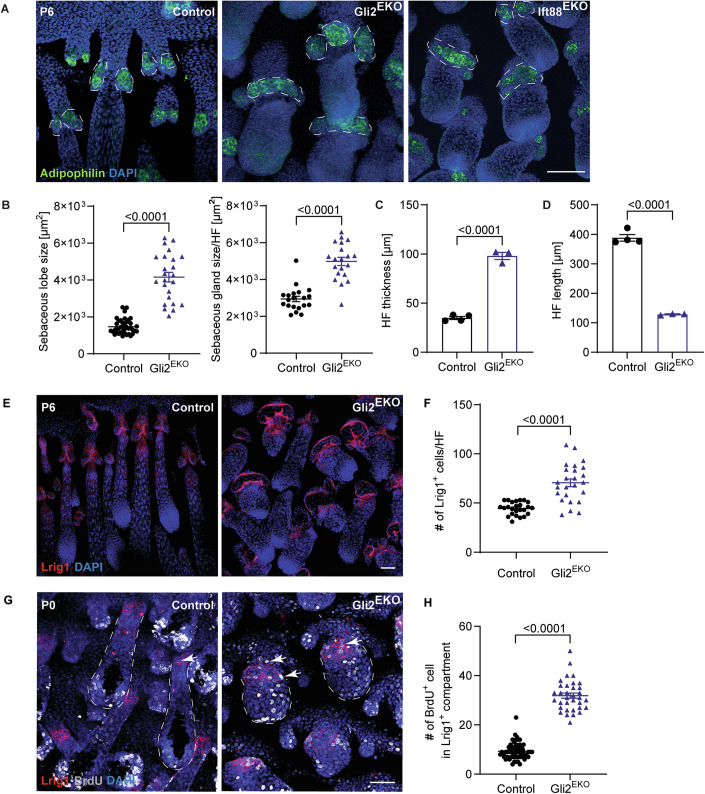
Gli2 regulates sebaceous gland progenitor cells during appendage formation. (**A**) Immunofluorescence staining for Adipophilin (green) and DAPI (blue, nuclei) of tail skin from P6 Gli2^EKO^, Ift88^EKO^ and control mice. (*n* = 3 mice/genotype). Dashed lines mark sebaceous lobes/glands. (**B**) Quantification of the size of the individual sebaceous lobes (left) and total sebaceous gland (SG) (right) per HF in tail skin from P6 Gli2^EKO^ and control littermates. Each datapoint represents the size of the individual lobe (left) or the total SG (right). 6–10 central HFs per animal were counted. (*n* = 3–4 mice/genotype) (*p* value = 3.44e-21 for seb. lobes and 1.5e-06 for SG size). (**C**, **D**) Quantification of the thickness (**C**) and length (**D**) of HFs in epidermal whole mounts from tail skin from P3 Gli2^EKO^ and control littermates. 7–16 central HFs per animal were counted. (*n* = 3–4 mice/genotype) (*p* value = 1.05e-05 in (**C**) and 7.12e-06 in (**D**)). (**E**) Immunofluorescence staining for Lrig1 (red) and DAPI (blue, nuclei) in epidermal whole mounts of tail skin from P6 Gli2^EKO^ and control littermates. (*n* = 3–4 mice/genotype). (**F**) Quantification of the number of Lrig1+ cells per HF. 7-10 HFs per animal were counted. (*n* = 3 mice/genotype) (*p* value = 6.12e-08). (**G**, **H**) Immunofluorescence staining for BrdU (grey), Lrig1 (red) and DAPI (blue, nuclei) (**G**) and quantification of the number of BrdU+ cells in the Lrig1-compartment (**H**) in epidermal whole mounts of tail skin from P0 Gli2^EKO^ and control littermates. Each datapoint represents one HF. 12–22 central HFs per animal were analysed. (*n* = 2–3 mice/genotype). Dashed lines mark the HFs and arrows mark BrdU/Lrig1 double-positive cells (**G**) (*p* value = 6.64e-41). Scale bars 50 µm (**A**, **E**, **G**). Data were presented as mean ± SEM. *P* value was calculated using an unpaired Student’s *t*-test. Source data are available online for this figure.

Furthermore, we wanted to find out whether Gli2 signalling controls the progenitor compartment that gives rise to mature sebocytes and SGs. Sebocytes have previously been shown to originate from Lrig1-positive (+ve) keratinocytes during SG morphogenesis; we thus analysed epidermal whole mounts for the expression of Lrig1 (Frances and Niemann, 2012; Andersen et al, 2019). As expected, Lrig1 was strongly expressed in the junctional zone, adjacent to and surrounding the base of the two sebocyte clusters forming in the upper part of developing HFs at P6 control mice (Fig. 4E). In contrast, the Lrig1+ve cell population was dramatically increased and expanded within the upper region of HFs, likely giving rise to the multiple lobes of the SGs in Gli2^EKO^ mice (Fig. 4E). Quantitative analysis revealed a significant increase in the number of Lrig1+ve cells localising to the junctional zone of the HF at P6 in Gli2^EKO^ mice when compared to control animals (Fig. 4F). These data demonstrate that epithelial Gli signalling is required for normal SG development by restricting the size and localisation of the Lrig1+ve progenitor compartment during skin appendage formation.

Next, we addressed whether the establishment of the Lrig1-compartment is affected in epidermal Gli2^EKO^ mice. Therefore, we analysed early HF morphogenesis at P0 and investigated cell proliferation in the absence of epidermal Gli2. BrdU incorporation experiments revealed that proliferation takes place in HF cells below the Lrig1+ve compartment in Gli2^EKO^ and littermate controls. Remarkably, a significant increase in the number of BrdU+ve cells was detected within the Lrig1-compartment in Gli2^EKO^ when compared to control mice (Fig. 4G,H; arrows in 4G), suggesting that Gli2 regulates SG formation by controlling the proliferation of Lrig1+ve progenitor cells.

### The cellular and molecular landscape of the Gli2^EKO^ skin epithelium

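The single-cell data consist of 2 libraries at postnatal day 2, 1 from control and 1 from Gli2 EKO mice. The paper's text does not state how many mice each library pools. RNA was captured in droplets by its polyA end and counted with unique molecular identifiers (UMIs). The authors aligned the reads and deposited, for each library, the UMI counts of 56694 genes in the barcodes that Cell Ranger 9.0.1 kept as cells, without normalization. The control file holds 6326 barcodes with 71021773 UMIs, and the Gli2 EKO file 4296 barcodes with 48866478 UMIs. From these counts, cells were filtered at the study's limits, likely doublets were removed by their Scrublet score, and the cells of both libraries were clustered together after integration. The genes of the Hedgehog pathway and of Fig. 5D were kept out of the variable genes of the keratinocyte clustering, so that they did not drive that grouping of cells. Several genes of Fig. 5D, such as Krt75, Foxq1, Krt35, Pparg and Plin2, still served as markers to name clusters. Such markers also decided on the split of 1 cluster, and another was picked by its Pparg expression. Naming and comparison are thus not independent for these genes. Expression is given in CPM, the UMIs of a gene summed over the cells of a class in 1 library and scaled to the total UMIs of those cells. A log2 ratio always sets the CPM of Gli2 EKO over that of control cells. Values in parentheses after a share or a ratio are exact 95% intervals (Clopper-Pearson for shares, Poisson for CPM and conditional binomial for ratios) and cover counting error only. With 1 library per genotype, no difference has a replicate check, and every comparison is of these libraries. The targeted gene, Gli2 (ENSMUSG00000048402, chromosome 1, 118761858 to 118982598) of GRCm39, gave 83.6 CPM in control and 85.1 CPM in Gli2 EKO cells, a log2 ratio of 0.03 (−0.04 to 0.10) over all keratinocytes. The paper does not state which exons are floxed, although its reagent list holds an assay named Gli2_EX7, and the single-cell assay reads the polyA end of the transcript, so this count does not check the genotype labels.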

To gain more insights into the full repertoire of cell types and gene expression programmes controlled by Gli2 signalling in early HF morphogenesis, we enzymatically dissociated the dorsal skin epidermis and HFs at P2, isolated keratinocytes from control and Gli2^EKO^ mice, and generated single-cell transcriptome libraries. 

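After the limits on detected genes and mitochondrial UMIs and the removal of the 8% of cells with the highest doublet scores per library, 4457 control and 3109 Gli2 EKO cells remained, together 7566. They had a median of 3857 detected genes, and a median of 11806 UMIs in control and 11909 UMIs in Gli2 EKO cells. Keratinocytes were 3325 of the control cells (74.6%, interval 73.3 to 75.9%) and 2306 of the Gli2 EKO cells (74.2%, 72.6 to 75.7%). Over both libraries this is 5631 cells, or 74.4%. The keratinocytes held 46132934 UMIs in the control and 33241123 UMIs in the Gli2 EKO library. Over the processing alternatives, between 3139 and 3486 control and between 2160 and 2417 Gli2 EKO keratinocytes were kept.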

The full dataset consisted of 7199 cells, of which 5291 cells were keratinocytes (73.5%). Focusing on the keratinocytes, we used uniform manifold approximation and projection (UMAP) to explore the data layout in 2D. Applying graph-based Seurat clustering, we identified 16 clusters (Fig. 5A). 

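The 5631 keratinocytes recovered from the deposited counts also fell into 16 clusters at the study's settings, with 20 principal components and a resolution of 0.5. The numbers of these rebuilt clusters follow their size and are not those of Fig. 5A. Rebuilt cluster 9 held both hair shaft and lineage markers and was split into a hair shaft-like part and a lineage-like part, which gives 17 clusters for the comparisons. That split was chosen after its markers were seen. Over the alternatives the number of clusters ranged from 12 to 18.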

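Rebuilt clusters with markers of the interfollicular epidermis, basal or suprabasal, held 604 of 3325 control keratinocytes (18.2%, 16.9 to 19.5%) and 904 of 2306 Gli2 EKO keratinocytes (39.2%, 37.2 to 41.2%). The ratio of these shares, Gli2 EKO over control, was 2.16 (1.94 to 2.40). It moved most with no doublet removal, to 1.9. The basal-like class rose from 11.5% to 25.6% and the suprabasal-like class from 6.65% to 13.6%. All other keratinocytes were counted with the follicle, 81.8% of control and 60.8% of Gli2 EKO keratinocytes. Shares of a library add to a whole, so a larger share of one class lowers the shares of the rest.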

The assignment of keratinocyte clusters revealed two main identities, e.g. IFE and HF cells, including a continuum of differentiation into distinct cell types/states in each (Fig. 5A).

**Figure 5:**
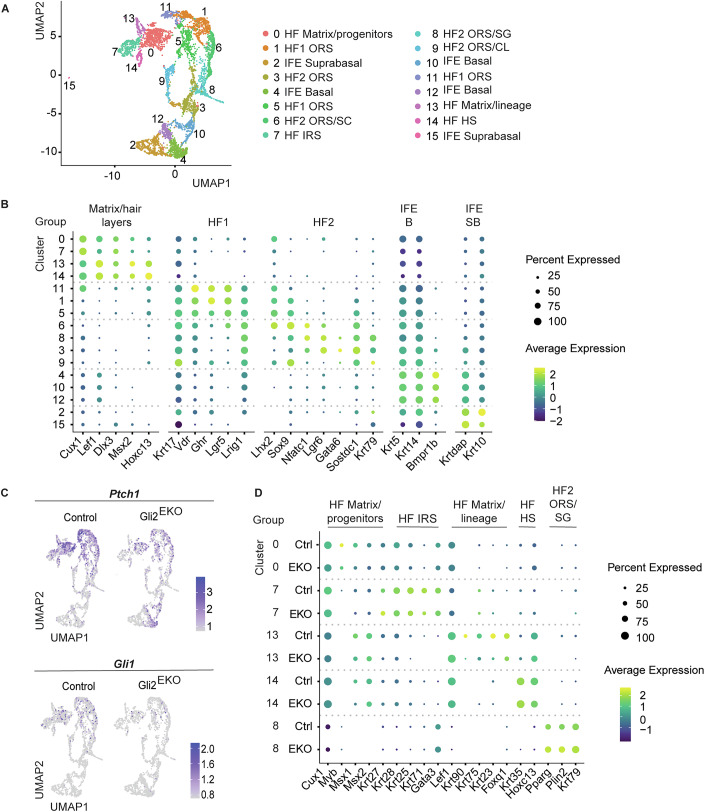
Molecular and cellular landscape of the Gli2^EKO^ skin epithelium. (**A**) UMAP embedding of P2 mice keratinocytes (left). Unsupervised Seurat-based clustering identified 16 clusters. List of all cell types identified (right). (**B**) Dotplot showing selected marker expression for each cluster. Colours represent scaled expression by gene, with dot size showing the percentage of cells in the cluster that express the gene. (**C**) Feature plots of scRNAseq data showing expression of Ptch1 and Gli1 in control and Gli2^EKO^. Expression levels are colour coded, and expression is shown for values greater than 0.5. (**D**) Dotplot comparing marker expression between control vs Gli2^EKO^ in different hair lineage cell clusters. Colours represent scaled expression by gene, with dot size showing the percentage of cells in the cluster that express the gene. ORS outer root sheath, SC stem cells, IRS inner root sheath, SG sebaceous gland, CL companion layer, HS hair shaft, B basal and SB supra-basal. Source data are available online for this figure.

Next, we used signature gene expression analyses to predict and assign cell-type identities as follows (Fig. 5B, with additional markers in Fig. EV4): (i) Keratinocytes in cluster 0, 7, 13 and 14 group together and show characteristics for matrix/progenitors (cluster 0), matrix cells expressing early HF lineage marker (cluster 13), inner layers of the IRS (cluster 7) and hair shaft (cluster 14). (ii) Clusters with strong expression of HF and ORS marker grouped in HF1 and HF2, with HF1 group encompassing clusters 1, 5 and 11 showing strong ORS marker expression and clusters 3, 6, 8 and 9 grouped in HF2, also showing ORS characteristics with additional marker expression, e.g. cluster 6 was enriched for HF stem cell marker, such as Lhx2, Sox9 and Nfatc1. Moreover, cluster 9 cells presented characteristics of supra-basal hair keratinocytes, and cluster 8 contained a subpopulation of cells expressing marker molecules for early SG differentiation, including Plin2, Pparg and Krt79. (iii) Finally, keratinocytes expressing IFE markers group in either basal keratinocytes (clusters 4, 10 and 12) or supra-basal and differentiating keratinocytes in clusters 2 and 15 (Figs. 5B and EV4). 

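Rebuilt clusters were called by a cell type, as X-like, when that type's markers had the highest score and at least 3 of them were detected. Rebuilt cluster 1, with Shh, Myb, Cldn10, Edar and Msx1 among its 10 leading genes, is matrix/progenitor-like, although Dcn, Mt2 and Mt1 also lead it. Rebuilt cluster 3 is IRS-like, led by Krt71, Krt25, Tchh, Krt73, Krt27 and Krt28. The hair shaft-like part of rebuilt cluster 9 is led by S100a3 and Krt35, and the lineage-like part by Gpnmb, Kitl, Aldh1a3, Vat1l and Foxq1. Rebuilt clusters 0 and 4 are HF1 ORS-like, the latter led by genes of cell division such as Cenpf and Ube2c. Among the HF2 clusters, rebuilt cluster 7 is ORS/SC-like and rebuilt clusters 6 and 12 are ORS-like. Rebuilt cluster 10 scored highest for HF1 ORS markers but is led by Tagln and Acta2, markers of smooth muscle, and stays unnamed, as does rebuilt cluster 15, whose scores were low. These 221 control and 99 Gli2 EKO unnamed keratinocytes are 6.65% and 4.29% of their libraries. Names were rebuilt from the counts, and a class need not hold the same cells as the cluster of Fig. 5A it is set beside.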

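Expression of Pparg was highest in rebuilt cluster 14, at 503 CPM over both libraries, and next highest in rebuilt cluster 6, at 219.9 CPM. Plin2 gave 892 CPM in rebuilt cluster 14 and 105 CPM in rebuilt cluster 6. Krt79 was highest in rebuilt cluster 11, at 3294 CPM, followed by rebuilt cluster 14 at 2978 CPM; this order holds in Gli2 EKO cells, while in control cells rebuilt cluster 11, with 2363 CPM, is below rebuilt cluster 14, with 2703 CPM. Rebuilt cluster 14 holds 40 control and 26 Gli2 EKO cells, is led by Cyp2g1, Fa2h, Cidea, Scd1 and Elovl4, and is called SG-like. Rebuilt cluster 6 holds 261 control and 157 Gli2 EKO cells, is led by Aldh3a1, Sostdc1 and Scube2 with Pparg among the leading genes, and scored as HF2 ORS-like; it is called the Pparg-high HF2 ORS-like cluster. Cluster 8 of Fig. 5A is set beside each of them and beside both together. Rebuilt cluster 11 is companion layer-like, led by Krt6a and Cst6. Rebuilt clusters 5, 8 and 13 are IFE basal-like; rebuilt cluster 8 is led by stress genes such as Atf3, Fosl1, Ccn1 and Dnajb1. Rebuilt cluster 5 holds the most IFE basal-like cells in both libraries. Rebuilt cluster 2, led by Krt10, Lor and Krt1, is IFE suprabasal-like and includes terminally differentiating cells.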

Notably, given that the HF undergoes early stages of morphogenesis and cell differentiation at P2, cell identities did not appear well defined yet. For instance, many clusters contained keratinocytes co-expressing markers characteristic of different cell fates, when compared to published data in more developed skin (Rezza et al, 2016; Joost et al, 2020).

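Co-expression was counted in cells thinned to 5000 UMIs, as the share of a class with UMIs of at least 2 of its own markers and 2 of another class. Of 488 matrix/progenitor-like cells, 54.7% (50.2 to 59.2%) also had IRS markers, and of 377 IRS-like cells 56.2% (51.1 to 61.3%) also had matrix markers. Matrix markers accompanied the own markers of 60.8% of 102 lineage-like and 90.7% of 118 hair shaft-like cells. The reverse was rarer: lineage markers were found with the own markers of 2.46% of matrix/progenitor-like and 2.12% of IRS-like cells, and hair shaft markers with those of 10.2% and 5.57%. In the outer root sheath, 53.6% of 1001 HF1 ORS-like cells had ORS/SC markers and 57.0% of 379 ORS/SC-like cells had HF1 ORS markers. Shallower cells were left out, 62 of the matrix/progenitor-like, 116 of the IRS-like, 34 of the lineage-like, 29 of the hair shaft-like, 46 of the HF1 ORS-like and 33 of the ORS/SC-like class. As background, 143 immune and endothelial cells at the same depth had 2 or more IRS markers in 3.50%, matrix markers in 2.10%, ORS/SC markers in 4.20% and HF1 ORS markers in 2.8% of cells. Before thinning these background cells had a median of 10105 UMIs, against 16559.5 in the matrix/progenitor-like and 8093 in the IRS-like class. Doublets that kept a low score would also carry the markers of a pair of classes. Some markers are also not specific to their class, which adds to the matrix and IRS overlap. The matrix marker Cux1 gave 1759 CPM in the IRS-like and 1063 CPM in the matrix/progenitor-like cluster, and Dlx3 was higher there too. Myb, Cldn10, Edar and Lef1 were not. Before thinning, the IRS marker Krt28 was found in 77.3% of matrix/progenitor-like and 69.2% of IRS-like cells. Krt27 followed it, and the other IRS markers did not.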

**Figure EV4:**
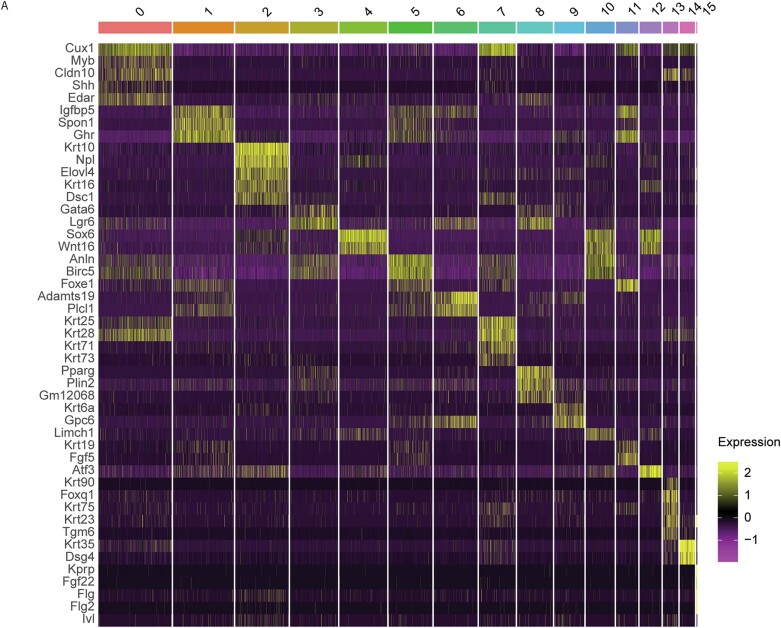
Marker expression in keratinocyte clusters. (**A**) Heatmap showing the marker expression defining each cluster. Colours represent scaled expression by gene.

Next, we focused on the expression of HH signalling pathway components in control and Gli2^EKO^ keratinocyte clusters. Ptch1 and Gli1, target genes of HH signalling, were preferentially expressed in cluster 0, encompassing matrix and HF progenitor cells, and in HF1-ORS cells of cluster 11 and 5 (Fig. 5C). 

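Over the cells of both libraries, Ptch1 (ENSMUSG00000021466, chromosome 13, 63656142 to 63721412) was highest in the unnamed rebuilt cluster 10 at 542 CPM, followed by the dividing HF1 ORS-like rebuilt cluster 4 at 287, the matrix/progenitor-like cluster at 246, the IRS-like cluster at 221 and the HF1 ORS-like rebuilt cluster 0 at 197 CPM. The order differed between the libraries, with 657 CPM in rebuilt cluster 10, 332 in rebuilt cluster 4 and 264 in the IRS-like cluster as the highest in control cells, and 260.1 CPM in rebuilt cluster 10, 226 in the matrix/progenitor-like cluster and 197 in rebuilt cluster 4 in Gli2 EKO cells. HF1 ORS-like cells held 27.6% (26.8 to 28.5%) of the 12016 Ptch1 UMIs of keratinocytes, and matrix/progenitor-like cells 18.4%. Rebuilt cluster 10, which scored highest for HF1 ORS markers but is not counted in that class, held 11.8%. All values of the HF1 ORS-like class here leave it out. For Gli1 (ENSMUSG00000025407, chromosome 10, 127165751 to 127177865), the highest values were 41.7 CPM in rebuilt cluster 10, 39.1 in rebuilt cluster 4, 35.5 in rebuilt cluster 0, 34.6 in the ORS/SC-like cluster and 30.2 CPM in the matrix/progenitor-like cluster. In control cells Gli1 was highest in rebuilt clusters 10 and 4 and the ORS/SC-like cluster, at 50.6, 44.3 and 40.2 CPM, and in Gli2 EKO cells in rebuilt clusters 0 and 4 and the matrix/progenitor-like cluster, at 30.7, 28.8 and 26.8 CPM, with 19.9 CPM in rebuilt cluster 10. HF1 ORS-like cells held 36%, matrix/progenitor-like cells 19.0% and rebuilt cluster 10 7.63% of the 1429 Gli1 UMIs. Within the HF1 ORS-like class Ptch1 gave 273 and 179.6 CPM in control and Gli2 EKO cells, a log2 ratio of −0.60 (−0.72 to −0.49), and within the matrix/progenitor-like class 254 and 226 CPM, a log2 ratio of −0.17 (−0.31 to −0.03). Gli1 gave a log2 ratio of −0.47 (−0.76 to −0.18) in the HF1 ORS-like and −0.24 (−0.66 to 0.16) in the matrix/progenitor-like class.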

Shh expression is only detected in matrix and hair progenitor cells of cluster 0, and the HH receptor Smo was enriched in HF matrix cells of clusters 0 and 13 and in HF1-ORS cells in cluster 11 (Fig. EV5A). Both, Gli2 and Gli3 were expressed by cells of the ORS lineages and keratinocytes of the hair matrix and hair lineages, and Gli3 was highly expressed by keratinocytes in states of early hair differentiation (Fig. EV5A). 

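Of the 1153 UMIs of Shh (ENSMUSG00000002633, chromosome 5, 28661813 to 28672254) in keratinocytes, 901 were in matrix/progenitor-like cells (78.1%, 75.6 to 80.5%), and 190 in IRS-like cells (16.5%, 14.4 to 18.7%). HF1 ORS-like cells held 6 UMIs (0.520%). Removing doublets in the numbers the study removed, a setting chosen after seeing the data, moved the matrix/progenitor-like share most, to 85.7%. In CPM, Shh was at 100.2 in the matrix/progenitor-like and 35.7 in the IRS-like cluster; in immune and endothelial cells 0 control and 0 Gli2 EKO UMIs were counted. Smo (ENSMUSG00000001761, chromosome 6, 29735407 to 29762532) was spread more evenly, with 213 CPM in the lineage-like cluster, 165 in rebuilt cluster 10, 122 in the ORS/SC-like cluster, 121 in the HF1 ORS-like rebuilt cluster 0 and 121 CPM in the matrix/progenitor-like cluster; the lineage-like cluster and rebuilt cluster 10 had the most in each library.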

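Over both libraries, Gli2 was highest in rebuilt cluster 10 at 212 CPM, the ORS/SC-like cluster at 164 and the HF1 ORS-like rebuilt cluster 0 at 120.2 CPM, and IRS-like cells had 101 CPM. Rebuilt cluster 10 and the ORS/SC-like cluster led in each library, followed in control cells by rebuilt cluster 0 at 129 CPM and in Gli2 EKO cells by the IFE basal-like rebuilt cluster 5 at 130.0 CPM. Gli3 (ENSMUSG00000021318, chromosome 13, 15637809 to 15904611) was highest in the lineage-like cluster, at 1927 CPM, followed by the hair shaft-like cluster at 251, rebuilt cluster 10 at 233 and the ORS/SC-like cluster at 185 CPM. The lineage-like cluster was highest in each library, while in Gli2 EKO cells rebuilt cluster 10, at 253 CPM, was above the hair shaft-like cluster, at 188 CPM. The lineage-like class is 2.42% of keratinocytes and held 21.8% (21.1 to 22.6%) of the 10533 Gli3 UMIs. In this class Gli3 gave 2009 CPM in control and 1571 CPM in Gli2 EKO cells, a log2 ratio of −0.35 (−0.52 to −0.19).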

The overlap in Gli2 and Gli3 expression in HF keratinocytes supports our hypothesis that Gli3 compensates for Gli2 in Gli2^EKO^ mice. 

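UMIs of both Gli2 and Gli3 were found in 17.4% (16.0 to 18.8%) of 2997 control keratinocytes and 12.7% (11.3 to 14.2%) of 2106 Gli2 EKO keratinocytes, each thinned to 5000 UMIs. If the genes were detected independently of each other, 13.8% and 9.98% of cells would have both. Among control cells, the share with both was 34.0% in rebuilt cluster 10, 26.8% in the IRS-like class, 25.5% in the ORS/SC-like class, 22.7% in the HF1 ORS-like class, 15.6% in the matrix/progenitor-like class and 9.72% in the IFE basal-like class. Within these classes, in the same order, 31.0%, 19.7%, 26.1%, 21.5%, 15.0% and 6.79% would have both if the genes were detected independently. Among Gli2 EKO cells the shares with both were 32.8%, 15.8%, 25.7%, 20.0%, 12.0% and 10.3%. In the lineage-like class, 12 of 80 control cells (8.00 to 24.7%) and 7 of 22 Gli2 EKO cells (13.9 to 54.9%) had both, so the rise there rests on few cells. A cell without a UMI of a gene at this depth can still express it. In immune and endothelial cells at this depth, 3.33% of control cells had a Gli2 UMI and 8.89% a Gli3 UMI.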

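With every cell thinned to 2000 UMIs, a Ptch1 UMI was found in 26.4% of control and 19.4% of Gli2 EKO keratinocytes, a ratio of 0.732 (0.652 to 0.822). Gli1 was found in 4.85% of control and 2.44% of Gli2 EKO keratinocytes, a ratio of 0.504 (0.365 to 0.687), and Gli3 in 24.3% of control and 16.3% of Gli2 EKO keratinocytes, a ratio of 0.670 (0.591 to 0.759). For Smo the shares were 20.2% and 16.7%, a ratio of 0.829 (0.729 to 0.941), and for Shh 2.08% and 1.48%, a ratio of 0.713 (0.459 to 1.09). The share with a Gli2 UMI, 18.0% and 16.8%, gave a ratio of 0.938 (0.823 to 1.07). The Gli2 and Shh intervals include equal shares, so a difference was not detectable for them at this depth. Thinning left out 5 control and 13 Gli2 EKO keratinocytes, whose libraries had medians of 12425 and 12902.5 UMIs. Without thinning, 60.5% and 54.2% had a Ptch1 UMI, 20.9% and 14.6% a Gli1 UMI, 63.9% and 52.5% a Gli3 UMI, 67.2% and 64.0% a Smo UMI, 5.14% and 4.08% a Shh UMI, and 53.8% and 54.9% a Gli2 UMI. In immune and endothelial cells, with medians of 9510 and 11307 UMIs, the thinned shares were 5.88% and 6.90% for Ptch1, 1.68% and 0% for Gli1, 2.52% and 1.72% for Gli3, 3.36% and 6.90% for Smo, 0.840% and 0% for Gli2, and 0% in both libraries for Shh. With 1 Gli2 EKO background cell left out, 119 control and 58 Gli2 EKO background cells stood behind these shares. Thinning to 5000 UMIs gave a ratio of 0.841 for Ptch1, outside its interval, and 0.661 for Gli1, and no doublet removal gave 0.560 for Shh. In CPM over all keratinocytes, Ptch1 gave 177 and 116 CPM in control and Gli2 EKO cells (log2 ratio −0.61, −0.66 to −0.55) and Gli1 22.1 and 12.3 CPM (−0.85, −1.01 to −0.68). Gli3 gave 164 and 88.7 CPM (−0.89, −0.95 to −0.83), Smo 105 and 88.4 CPM (−0.24, −0.31 to −0.18) and Shh 16.3 and 12.0 CPM (−0.44, −0.62 to −0.26). Weighting the Gli2 EKO clusters by their shares in the control library changed the log2 ratio to −0.42 for Ptch1, −0.52 for Gli1, −0.35 for Gli3, −0.09 for Smo and 0.39 for Shh, where it turned the direction. Ptch1 was lower in Gli2 EKO cells in 14 of 17 clusters, and it was higher in the IFE basal-like class.

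**Figure D1:**
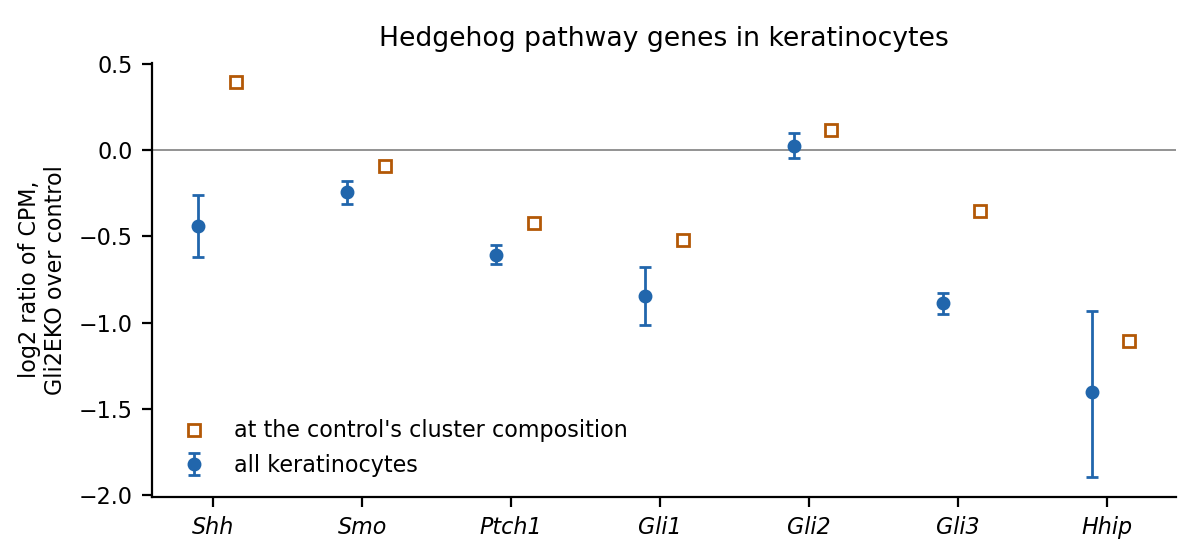
Log2 ratio of CPM, Gli2 EKO over control, of genes of the Hedgehog pathway over all keratinocytes (filled circles, bars for the 95% counting interval) and with the Gli2 EKO clusters weighted by their shares in the control library (open squares, no interval). The filled circles lie below 0 except for Gli2, and each square lies above its circle.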

The feature plots generally revealed that the HH component were expressed by fewer Gli2^EKO^ keratinocytes compared to control (Figs. 5C and EV5A).

**Figure EV5:**
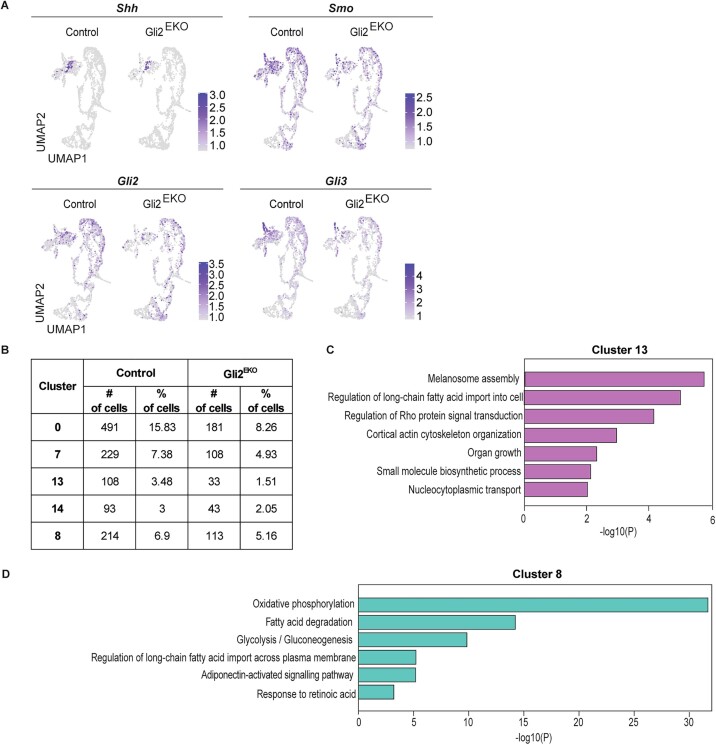
Molecular and cellular characterisation of distinct keratinocyte populations in Gli2^EKO^ mice. (**A**) Feature plots of scRNAseq data showing expression of Shh, Smo, Gli2, and Gli3 in Control vs Gli2^EKO^ keratinocytes. Expression levels are colour coded, and expression is shown for values greater than 0.5. (**B**) Numbers and percentages of keratinocytes for clusters 0, 7, 13, 14 and 8 in control vs. Gli2^EKO^ scRNAseq dataset. (**C**, **D**) Gene ontology for pathway and process enrichment analysis of the top 110–130 down- and up-regulated genes in clusters 13 (**C**) and 8 (**D**), respectively. *P* values were calculated based on the cumulative hypergeometric distribution.

Based on our previous observations demonstrating a delay in HF growth in Gli2^EKO^, we investigated whether the respective HF subpopulations showed smaller proportions in Gli2^EKO^ skin compared to the control sample. 

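The matrix/progenitor-like class held 399 control cells (12.0%, 10.9 to 13.2%) and 151 Gli2 EKO cells (6.55%, 5.57 to 7.64%), a ratio of shares of 0.546 (0.449 to 0.660). The IRS-like class held 348 control cells (10.5%, 9.45 to 11.6%) and 145 Gli2 EKO cells (6.29%, 5.33 to 7.36%), a ratio of 0.601 (0.492 to 0.731). In the lineage-like class there were 100 control cells (3.01%, 2.45 to 3.65%) and 36 Gli2 EKO cells (1.56%, 1.10 to 2.15%), and in the hair shaft-like class 101 control cells (3.04%, 2.48 to 3.68%) and 46 Gli2 EKO cells (1.99%, 1.46 to 2.65%). The ratios of these smaller classes were 0.519 (0.344 to 0.767) and 0.657 (0.453 to 0.939). Together the 4 classes were 28.5% of control and 16.4% of Gli2 EKO keratinocytes, a ratio of 0.575 (0.509 to 0.648). The matrix/progenitor-like ratio ranged from 0.505 to 0.573 over the alternatives, and the lineage-like ratio from 0.408 to 0.519. Among keratinocytes outside the IFE-like classes, the ratios were 0.734 (0.605 to 0.888) for the matrix/progenitor-like, 0.809 (0.662 to 0.984) for the IRS-like, 0.699 (0.464 to 1.03) for the lineage-like and 0.884 (0.610 to 1.26) for the hair shaft-like class. The intervals of the lineage-like and hair shaft-like classes then include equal shares.

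**Figure D2:**
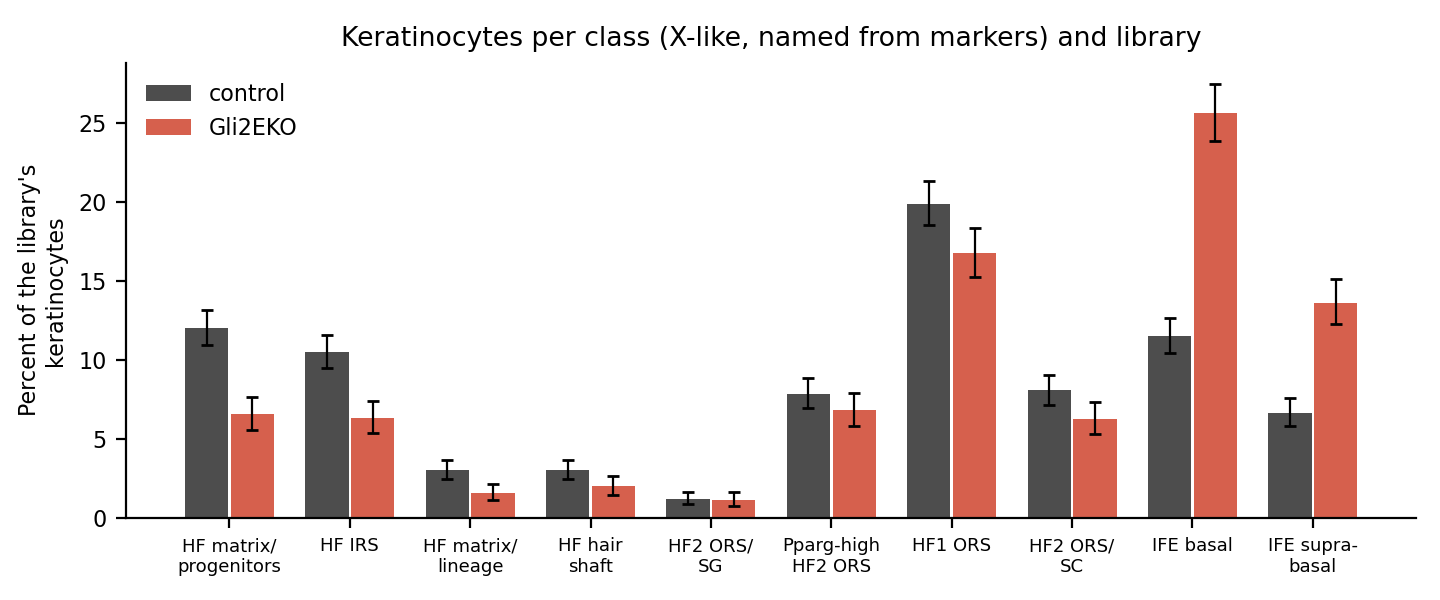
Share of each library's keratinocytes in the named classes, in percent, for control (dark bars) and Gli2 EKO (red bars), with 95% counting intervals. The bars of the matrix/progenitor-like, IRS-like, lineage-like and hair shaft-like classes are lower in the Gli2 EKO library and those of both IFE-like classes higher.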

As expected, hair matrix and inner HF layers in Gli2^EKO^ mice showed a lower percentage of total cells (4.93, 1.51, 2.05 and 8.25% for clusters 7, 13, 14 and 0, respectively) compared to control cells (7.38, 3.48, 3 and 15.38%) (Fig. EV5B).

Next, we investigated whether HF differentiation is impaired in the dataset by analysing marker expression comparing Gli2^EKO^ with control keratinocytes (Fig. 5D). 

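In matrix/progenitor-like cells, Myb (ENSMUSG00000019982, chromosome 10, 21000834 to 21036883) gave 78.9 CPM in control and 48.9 CPM in Gli2 EKO cells, a log2 ratio of −0.69 (−0.98 to −0.41). Msx1 (ENSMUSG00000048450, chromosome 5, 37977829 to 37981928) gave 191 CPM in control and 56.6 CPM in Gli2 EKO cells, a log2 ratio of −1.76 (−2.01 to −1.51). For Msx2 (ENSMUSG00000021469, chromosome 13, 53620914 to 53627110) the values were 104 and 60.5 CPM (log2 ratio −0.79, −1.05 to −0.53), and for Krt27 (ENSMUSG00000017588, chromosome 11, 99236391 to 99241930) 113 and 82.6 CPM (−0.45, −0.68 to −0.23). These values rest on 506, 1228, 670 and 725 control UMIs and on 126, 146, 156 and 213 Gli2 EKO UMIs, in the order Myb, Msx1, Msx2, Krt27. Msx1 moved most, to −1.35, and stayed below 0 under every alternative, as did the other genes. The share of cells with a UMI, after thinning as for the pathway genes, was 12.3% and 7.95% for Myb, 22.9% and 9.27% for Msx1, 16.1% and 15.2% for Msx2 and 15.6% and 17.9% for Krt27 in control and Gli2 EKO cells, against 2.52%, 1.68%, 0% and 0% in control immune and endothelial cells. Without thinning these shares were 47.1% and 42.4% for Myb, 58.4% and 37.1% for Msx1, 59.4% and 50.3% for Msx2 and 61.4% and 58.9% for Krt27, at medians of 16691 and 15558 UMIs, with 2 control cells left out by thinning.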

Subtle reduction in expression of Myb, Msx1, Msx2 and Krt27 was observed in Gli2^EKO^ HF matrix/progenitor cells (cluster 0). Marker expression for early IRS differentiation (e.g. Krt28, Krt25 and Krt71) in cluster 7 were similar and early HS differentiation (cluster 14) was not noticeably changed between Gli2^EKO^ and control cells (Fig. 5D). 

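In IRS-like cells, Krt28 (ENSMUSG00000055937, chromosome 11, 99255698 to 99265735) gave 819 CPM in control and 788 CPM in Gli2 EKO cells, a log2 ratio of −0.06 (−0.15 to 0.04). Krt25 (ENSMUSG00000035831, chromosome 11, 99206342 to 99213777) gave 2431 and 1747 CPM (log2 ratio −0.48, −0.54 to −0.42) and Krt71 (ENSMUSG00000051879, chromosome 15, 101642384 to 101651544) 1821 and 1008 CPM (−0.85, −0.93 to −0.77). The ratios of Krt25 and Krt71 depend on how doublets were removed. With no doublet removal they were 1.16 and 1.26, and with the doublet caller's automatic threshold 0.99 and 1.08. A few cells carry much of both genes: the 3 cells with the most UMIs held 57.9% of the Gli2 EKO and 36.6% of the control Krt71 UMIs. Without those 3 cells of each library the log2 ratio was −0.02 for Krt28, −0.59 for Krt25 and −1.41 for Krt71. In hair shaft-like cells, Krt35 (ENSMUSG00000048013, chromosome 11, 99983019 to 99987067) gave 4055 and 4634 CPM (0.19, 0.12 to 0.27) and Hoxc13 (ENSMUSG00000001655, chromosome 15, 102829538 to 102837249) 497 and 619 CPM (0.32, 0.10 to 0.53).

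**Figure D3:**
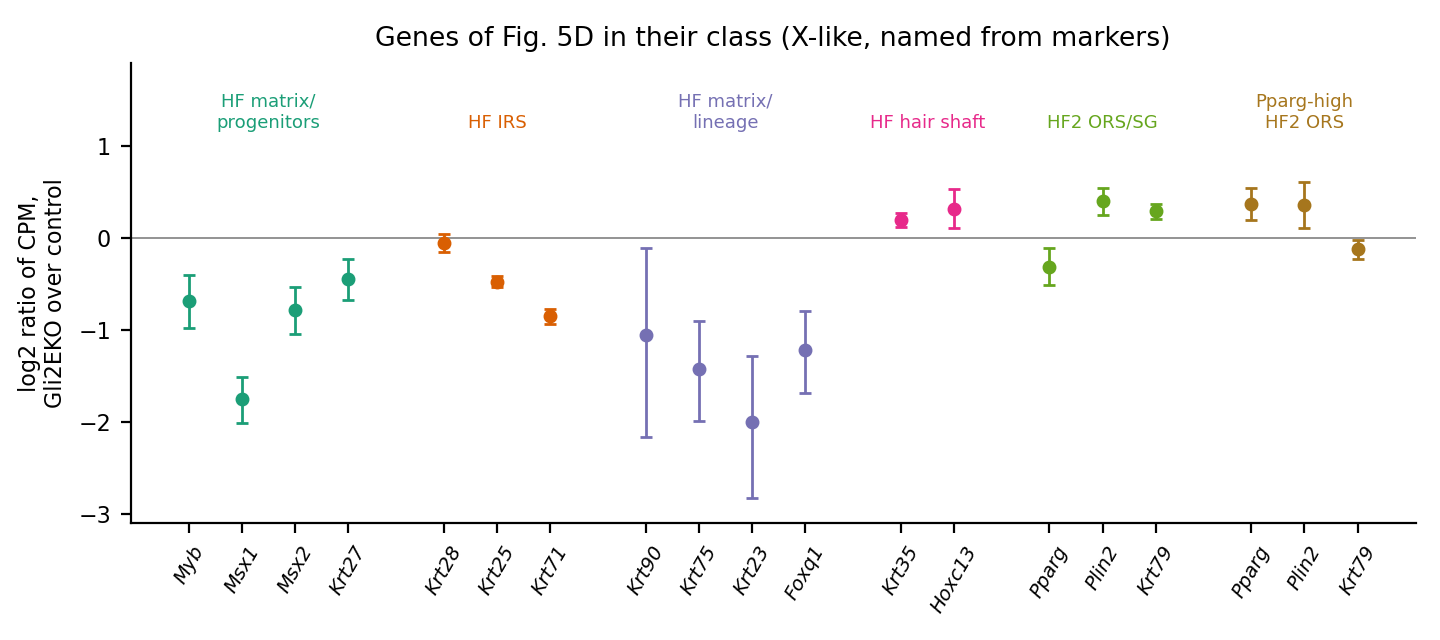
Log2 ratio of CPM, Gli2 EKO over control, for genes of Fig. 5D in the class set beside their cluster (points, with 95% counting intervals); the line at 0 marks equal expression. Points of the matrix/progenitor-like and lineage-like classes lie below 0 and those of the hair shaft-like class above 0 in the setting shown.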

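The lineage-like class holds few cells, 100 in control and 36 in Gli2 EKO, with medians of 9248 and 5658 UMIs. In it, Krt75 (ENSMUSG00000022986, chromosome 15, 101471780 to 101482339) gave 385 CPM in control and 144 CPM in Gli2 EKO cells, a log2 ratio of −1.42 (−1.99 to −0.90), from 374 control and 32 Gli2 EKO UMIs. Krt23 (ENSMUSG00000006777, chromosome 11, 99366873 to 99383963) gave 288 CPM in control and 71.8 CPM in Gli2 EKO cells, a log2 ratio of −2.01 (−2.83 to −1.28), from 280 control and 16 Gli2 EKO UMIs. The log2 ratio of Foxq1 (ENSMUSG00000038415, chromosome 13, 31740117 to 31744959) was −1.22 (−1.68 to −0.80), from 489 control and 48 Gli2 EKO UMIs. Krt90 (ENSMUSG00000048699, chromosome 15, 101460791 to 101471385) had 91 control and 10 Gli2 EKO UMIs, a log2 ratio of −1.06 (−2.17 to −0.12), and 9 of its Gli2 EKO UMIs were in 3 cells. The Krt90 ratio turned to 0.22 with doublets removed in the study's numbers, which also gave −0.84 (−1.88 to 0.05) for Krt23 and −0.87 (−1.66 to −0.18) for Krt75; the class then held 0.758% of control and 0.309% of Gli2 EKO keratinocytes. After thinning, the share of cells with a UMI fell between control and Gli2 EKO cells from 35.0% to 17.1% for Krt75 and from 42% to 31.4% for Foxq1, with 1 Gli2 EKO cell left out; in control immune and endothelial cells it was 1.68% and 0.840%. Without thinning the shares were 59.0% and 36.1% for Krt75 and 66% and 50.0% for Foxq1.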

Matrix cells that differentiate into HF lineages (cluster 13) show a small reduction in Krt90, Krt75, Krt23 and Foxq1 expression in Gli2^EKO^ samples, suggesting a delay in hair lineage differentiation (Fig. 5D). To gain more insights into the biological processes that are controlled by Gli2 signalling, we analysed differentially regulated genes in cluster 13 by performing a pathway and process enrichment analysis (Fig. EV5C). Interestingly, cellular processes required for tissue growth, molecule biosynthesis, cellular rearrangement (Rho signalling and cytoskeletal organisation) and melanosome assembly were all decreased in Gli2^EKO^ keratinocytes compared to controls (Fig. EV5C). Together, these data point to an abnormal regulation of biological functions driving HF formation and cell specification in Gli2^EKO^ mice.

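For the processes of Fig. EV5C, gene lists written from general knowledge were compared in lineage-like cells as the median log2 ratio of the genes with at least 20 UMIs, and placed among 10000 random lists of the same size and expression. The median of all 7594 genes over this minimum was 0.02. For melanosome assembly, 13 of 21 genes were lower in Gli2 EKO cells, with a median log2 ratio of −0.23 and a percentile of 4.16. For the cortical actin cytoskeleton, 20 of 30 genes were lower, with a median log2 ratio of −0.16 and a percentile of 7.54. As a measure of growth, 14 of 18 cell cycle genes were higher, with a median log2 ratio of 0.26 and a percentile of 88.4. The cell cycle median changed sign under several alternatives, to −0.28 with 30 principal components, −0.75 with all variable genes and −0.19 with the mean of CPM per cell. Of 4574 genes ranked by size in this class, the largest log2 ratios were those of Auts2 (2.85), Tbc1d9b (2.83), Robo2 (2.77), Adamts17 (2.29) and Usp39 (2.23). Among the smallest were those of Krt15 (−2.82), St8sia6 (−2.55), Ndrg3 (−2.40) and Ppl (−2.32). Single cells decide several of these: 1 Gli2 EKO cell held 73.6% of the Tbc1d9b and 77.3% of the Usp39 UMIs, 3 Gli2 EKO cells held 96.3% of the Adamts17 UMIs, and 1 control cell held 84.4% of the Krt15 and 49.1% of the Ndrg3 UMIs.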

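The median log2 ratio of the genes of Fig. 5D was −0.74 in the matrix/progenitor-like, −1.32 in the lineage-like and 0.25 in the hair shaft-like class, each keeping its direction under all alternatives run. The paper proposes a delay in hair lineage differentiation from the slightly lower expression of lineage markers in cluster 13, and from its single-cell results together, the processes enriched among lowered genes included, an altered control of functions in follicle formation and specification.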

Based on our initial observation, showing that SG differentiation was promoted in Gli2^EKO^ mice (Fig. 3), we investigated marker expression for early sebocyte differentiation, that was detected in cluster 8. Remarkably, although cluster 8 of Gli2^EKO^ mice contained slightly fewer cells (5.16%) compared to control mice (6.9%), expression of the sebocyte and SG lineage markers Plin2, Pparg and Krt79 were elevated in Gli2^EKO^ cells (Fig. 5D). Moreover, the pathway and process enrichment analysis of differentially expressed genes in cluster 8 demonstrated an increase in biological processes involved in cell and lipid metabolism in Gli2^EKO^ mice (Fig. EV5D). 

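The SG-like class was 1.2% (0.861 to 1.63%) of control and 1.13% (0.738 to 1.65%) of Gli2 EKO keratinocytes, a ratio of 0.937 (0.549 to 1.57), and the Pparg-high HF2 ORS-like cluster 7.85% and 6.81%, a ratio of 0.867 (0.707 to 1.06). Together they were 9.05% and 7.94%, a ratio of 0.877 (0.725 to 1.06). In SG-like cells, Plin2 (ENSMUSG00000028494, chromosome 4, 86565912 to 86588459) gave 778 CPM in control and 1024 CPM in Gli2 EKO cells, a log2 ratio of 0.40 (0.25 to 0.54). Krt79 (ENSMUSG00000061397, chromosome 15, 101837767 to 101848759) gave 2703 CPM in control and 3293 CPM in Gli2 EKO cells, a log2 ratio of 0.28 (0.21 to 0.36). Pparg (ENSMUSG00000000440, chromosome 6, 115337675 to 115468268) gave 553 CPM in control and 445 CPM in Gli2 EKO cells, a log2 ratio of −0.31 (−0.51 to −0.12). In the Pparg-high HF2 ORS-like cluster, Plin2 gave a log2 ratio of 0.36 (0.11 to 0.61), Pparg 0.37 (0.20 to 0.54) and Krt79 −0.13 (−0.23 to −0.02). Over both together the ratios were 0.58 (0.46 to 0.71) for Plin2, 0.14 (0.01 to 0.27) for Pparg and 0.29 (0.23 to 0.35) for Krt79. These also carry a change of mixture, since SG-like cells gave 23.2% of the control and 28.7% of the Gli2 EKO UMIs of the pair; with the Gli2 EKO cells mixed as in control, they were 0.39, 0.09 and 0.12. Plin2 was higher in Gli2 EKO cells in each of these populations under every alternative. The direction of Pparg, and that of Krt79 in the Pparg-high cluster, depended on the setting. With doublets removed in the study's numbers, Pparg was at 0.23 in the SG-like class, where Plin2 was at 1.05 and Krt79 at 0.50, and Pparg was at −0.47 in the Pparg-high cluster, where Plin2 was at 0.08. The SG-like class is then another population, with 8.44% of control and 8.04% of Gli2 EKO keratinocytes. The Pparg-high cluster was picked anew under each alternative, as the cluster outside the SG-like class with the highest Pparg CPM. With the study's numbers it held 4.55% of control and 4.94% of Gli2 EKO keratinocytes, so it may be another population too. Its negative Pparg ratio therefore does not show a turn in the same cells. Under the other alternatives Pparg stayed below 0 in the SG-like class and above 0 in the Pparg-high cluster, there up to 0.91 with 30 principal components. With all variable genes, Pparg was at −0.02 over both together. Krt79 in the Pparg-high cluster was above 0 under 9 of 12 alternatives, up to 0.30. The share of SG-like cells with a UMI after thinning was 77.5% and 88.5% for Plin2 in control and Gli2 EKO cells, against 15.1% and 13.8% in immune and endothelial cells. In the Pparg-high cluster the Plin2 shares were 17.2% and 24.8%, so its control cells were hardly above this background. No SG-like cell was left out by thinning; medians were 19341.5 and 28645.5 UMIs, and without thinning 97.5% and 96.2% of cells had a Plin2 UMI.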

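Lists for the processes of Fig. EV5D were compared in the same way. The median of all genes over the minimum was −0.20 for 7675 genes of the SG-like class, −0.04 in the Pparg-high HF2 ORS-like cluster and −0.09 over both together. Nuclear genes of the respiratory chain were higher in Gli2 EKO cells for 71 of 76 genes of the SG-like class, and their median log2 ratio was 0.37 in the SG-like class, 0.36 in the Pparg-high HF2 ORS-like cluster and 0.39 over both together (percentiles 100, 100 and 100). Random lists matched to these genes on expression had medians of 0.15, 0.046 and 0.064 in the same order. Part of the SG-like value is thus shared by genes of similar expression. Mitochondrially encoded genes had a median of −0.15 in the SG-like class, 0.21 in the Pparg-high HF2 ORS-like cluster and 0.06 over both together (percentiles 8.95, 91.1 and 57.3), from 11 genes over the minimum in the SG-like class and 12 in the others. Lipid synthesis genes had a median of 0.20 in the SG-like class, −0.01 in the Pparg-high HF2 ORS-like cluster and 0.32 over both together (percentiles 82.0, 64.1 and 100). For fatty acid degradation the median was 0.08 in the SG-like class, 0.02 in the Pparg-high HF2 ORS-like cluster and 0.17 over both together (percentiles 84.0, 77.5 and 99.9), and for glycolysis 0.14 in the SG-like class, 0.31 in the Pparg-high HF2 ORS-like cluster and 0.30 over both together (percentiles 90.9, 100.0 and 100). With the Gli2 EKO cells of both mixed as in control, the medians over both together were 0.10 for lipid synthesis, 0.08 for fatty acid degradation, 0.36 for nuclear respiratory chain genes and 0.28 for glycolysis. The respiratory chain list was also higher in fibroblast-like cells of the Gli2 EKO library, by a median of 0.21. Of 4945 genes ranked in the SG-like class, the largest log2 ratios were those of Retn (6.31), Edn2 (5.20, 3.61 to 7.50), Krt6a (4.20, 2.56 to 6.53), H19 (2.38) and Timp4 (2.22). The smallest were those of Nhs (−3.92, −6.24 to −2.29), Gm47283 (−3.45), Krt1 (−3.42), Krt10 (−3.25) and Cald1 (−3.12). A single Gli2 EKO cell held 75.4% of the Retn, 99% of the Edn2, all of the Krt6a and 89.6% of the H19 UMIs. A single control cell held 94.4% of the Krt1, 95.7% of the Krt10 and 57.7% of the Nhs UMIs. Without the 3 cells with the most UMIs of each library, the upper limit of the Nhs interval was 0.04.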

Taken together, the single-cell transcriptomic analysis demonstrated that, in contrast to the defective and delayed processes of HF lineage specification, SG cell differentiation is promoted in Gli2^EKO^ mice, suggesting a dual role of Gli2 in skin appendage formation and confirming our findings using histology and immunofluorescence staining.

### Gli3 activator function in epidermal appendage formation

We finally wanted to gain more mechanistic insights into the redundant functions of Gli2 and Gli3 in the skin epidermis and aimed to better understand how Gli3 exerts compensatory activities in Gli2^EKO^ mice. To address this, we tested the posttranslational processing of full-length Gli3 protein (Gli3^FL^) into the Gli3 repressor (Gli3^R^). Western blot analysis of P3 control epidermis revealed a strong Gli3^R^ band (83 kDa) and a weaker Gli3^FL^ band (190 kDa) that were both absent in epidermal samples from Gli3^EKO^ mice (Fig. 6A), demonstrating the specificity of the antibody and detected bands. Interestingly, Gli3^R^ protein appeared reduced in the isolated epidermis from Gli2^EKO^ compared to control littermates (Fig. 6A). Protein quantification and determining the ratio between Gli3^FL^ and Gli3^R^ revealed a significantly higher proportion of Gli3^FL^ relative to Gli3^R^ in Gli2^EKO^ epidermis, indicating that Gli3 might function as a transcriptional activator in Gli2^EKO^ mice (Fig. 6A,B). This finding was supported by the analysis of the HH target gene Gli1. Whereas Gli1 mRNA levels did not significantly differ in Gli2^EKO^ and Gli3^EKO^ mice compared to control littermates, Gli1 expression was strongly reduced in Gli2/3^EKO^ mice. These data show that HH signalling was still active in Gli2^EKO^ mice and demonstrated that only the deletion of Gli2 and Gli3 together resulted in the total block of HH signalling in the skin epithelium (Fig. 6C).

**Figure 6:**
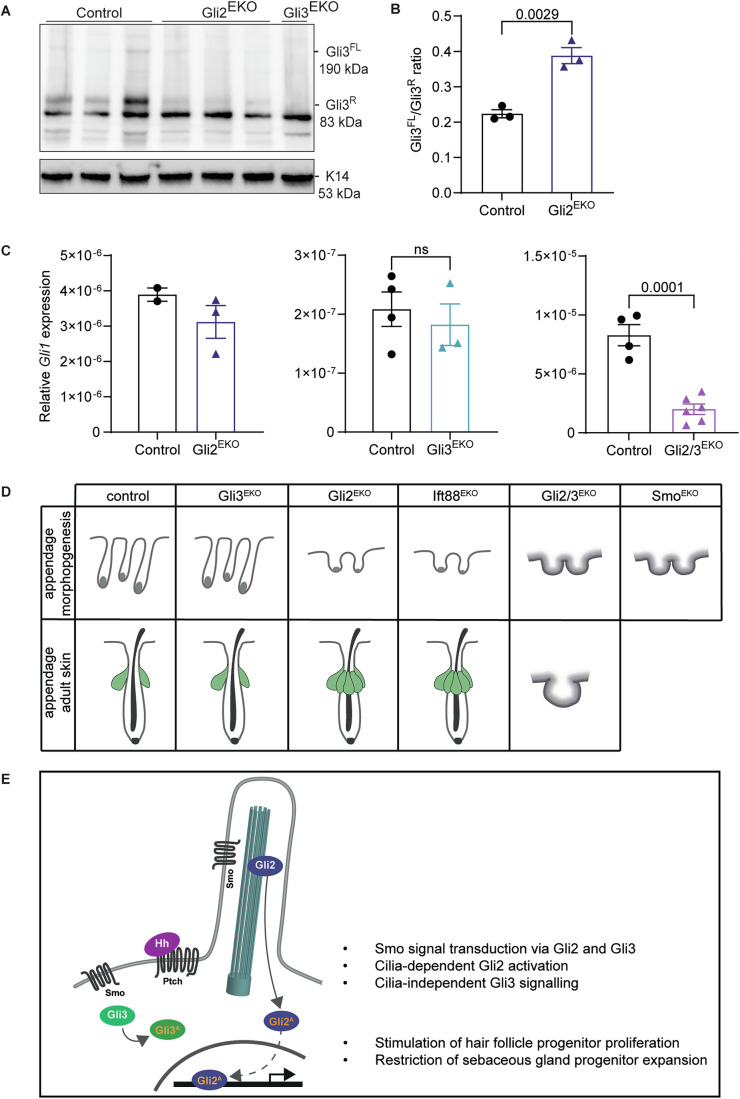
Gli3 activator function in epidermal appendage formation. (**A**, **B**) Western blot of epidermal samples from P3 Gli2^EKO^ and control littermates (**A**) detecting Gli3 full-length (Gli3^FL^), Gli3 repressor (Gli3^R^) protein and K14 as loading control and quantification of the western blot (**B**) presenting the Gli3^FL^: Gli3^R^ ratios (*n* = 3/genotype). (**C**) qRT-PCR analysis for Gli1 mRNA expression in tail skin of P6 Gli2^EKO^, Gli3^EKO^ and Gli2/3^EKO^ and control mice. Each datapoint represents one animal (*n* = 2–4 mice/genotype). The results shown are from two technical replicates (*n* = 2 mice/genotype) for Gli1 expression in Gli2/3^EKO^ mice. (**D**) Schematic overview displaying the phenotypic characterisation during skin appendage morphogenesis and in adult skin of different HH signalling mouse mutants, including Gli2^EKO^, Gli3^EKO^, Ift88^EKO^, Gli2/3^EKO^ and Smo^EKO^ mice. (**E**) Schematic and mechanistic summary of distinct Gli2 signalling activities in mammalian appendage formation and maintenance. Data were presented as mean ± SEM. *P* value was calculated using an unpaired Student’s *t*-test. Source data are available online for this figure.

## Discussion

A question of fundamental importance is how epithelial appendages are generated and organised into different cell types and functional tissue compartments (Abe and Tanaka 2017). Using a variety of different genetic knock-out mouse models and single-cell transcriptomics, this study dissects HH-driven molecular and cellular mechanisms underlying epidermal appendage formation. To our knowledge, our study shows for the first time a dual and context-dependent role for the transcription factor Gli2 during the morphogenesis of the pilo-sebaceous unit in the mammalian skin epithelium. On one hand, epidermal Gli2 is required for the proliferation of HF progenitors, whereas on the other hand, Gli2 restricts the expansion of SG progenitor cells. Based on our observation that early defects in HF formation seen in Gli2^EKO^ and Gli2/3^EKO^ newborn mice appeared very similar, the data suggest that Gli2 drives progenitor proliferation in HF keratinocytes at the early stages of HF morphogenesis (Fig. 6D,E). Furthermore, our results reveal that the initial block in HF formation in Gli2^EKO^ mice is likely rescued by Gli3 at later stages of morphogenesis, demonstrating compensatory functions in the skin epithelium. Thus, our work identifies an important role for epidermal Gli3, a HH transcription factor that has previously been neglected in skin research, in skin appendage formation, specifically in the absence of Gli2.

Our analyses of genetic mouse models revealed a similar phenotype of defective appendage formation in Gli2/3^EKO^ and Smo^EKO^ mice and uncovered that synergistic signalling by Gli2 and Gli3 is predominantly mediating HH signalling in mammalian skin epithelium (Fig. 6D). Our results also support the previous notion that Gli1 does not seem to play a major role in transducing a HH response in the mammalian epidermis and thus is not a major contributor to appendage formation in mammalian skin.

Our work identifying an essential role for Gli2 in controlling the number and localisation of Lrig1+ve progenitor cells driving SG morphogenesis is of particular interest given that previous data pointed to a role for HH signalling in governing SG differentiation in adult skin. First evidence supporting this hypothesis came from Shh mutant mice that showed deficiency in SG formation (St. Jacques et al, 1998; Chiang et al, 1998). This observation was further supported by a mouse model with epidermis-specific overexpression of an active Smo mutant receptor, resulting in an increase in size and number of SGs in adult skin (Allen et al, 2003). In contrast, blocking HH signalling in epithelial skin cells by overexpressing a Gli2 mutant suppresses sebocyte differentiation (Allen et al, 2003). Interestingly, expression of an active Gli2 mutant in the skin epithelium induces a SG duct cell fate and branched and additional SGs in adult mice (Gu and Coulombe, 2008). Furthermore, a role for HH-Gli in differentiation was also detected in a human sebocyte cell line and SG tumours of human and mice (Niemann et al, 2003; Kakanj et al, 2013; Takeda et al, 2006). Together, these studies demonstrate that modulating the level of HH signalling affects SG physiology, how this is mechanistically regulated was not known. Our results suggest that Gli2 could exert differential and context-dependent functions during SG morphogenesis and SG maintenance in adult skin: whereas Gli2 restricts the expansion of SG stem cells during appendage formation, Gli2 and HH activation promote SG differentiation in adult skin and skin tumours (Kakanj et al, 2013). In this context, a recent study identified a role for HH-Gli2 activity for maintaining meibomian glands (MG), specialised SGs in the tarsal plate of the eyelids, and suggested that Gli2 activity can promote progenitor expansion in MG and human MG carcinoma (Zhu et al, 2025). Remarkably, the SG defect observed in Gli2^EKO^ mice persists throughout adult life and multiple cycles of hair regeneration, showing that early Gli2-mediated regulation of SG formation is relevant for adult skin physiology.

Our observation that Gli2/3^EKO^ mice showed a more severe phenotype when compared to the Gli2 single knockout mouse model strongly suggests a compensatory role for the Gli3 transcription factors in mediating the HH response during appendage formation (Fig. 6D). Moreover, the lowering of the Gli3^R^ compared to Gli3^FL^ activator in Gli2^EKO^ mice points to an under-appreciated Gli3 activator function supporting Gli2 in HF formation and growth.

Given prior reports showing HH responsiveness, particularly in the dermis, our work dissects and highlights HH reception in the skin epithelium. We demonstrate that Gli2 functions, but not Gli3, are cilia-dependent in the process of appendage formation. Intriguing in this respect is that the Ift88 dermal knockout recapitulates the HF growth defect seen in Shh and Gli2 complete knockout mice (Lehman et al, 2009), whereas the Ift88^EKO^ mutants phenocopy the milder hair phenotype also observed in Gli2^EKO^ animals. Together, these data reveal that either Gli3 does not play a role in the dermal compartment or that cilia play differential roles in transducing the HH signal and are more important in dermal cells. A context-dependent role of primary cilia in transducing the HH signal has been proposed previously, where cilia can act as both positive and negative regulators of the HH signalling pathway. In the neural tube, where Gli activators normally play an important role, defects in cilia and IFT result in loss of function HH phenotypes, whereas in the limb, where Gli3 repressors have a major role, these defects lead to a gain of function HH phenotype (Haycraft et al, 2005; Huangfu and Anderson, 2005).

Our results suggest that HF and SG development are differentially regulated by the cilia-Gli2 signalling axis and indicate that Gli2 signalling is mediated by cilia. Moreover, given that the skin phenotype is much more severe in Gli2/3^EKO^ mice when compared to Ift88^EKO^ animals, the results also suggest that Gli3 functions independently from cilia in the mammalian skin epithelium. Our results show that cilia do not play an important role in processing full-length Gli3 into the Gli3^R^, further supporting the cilia-independent Gli3 functions in skin appendage formation (Fig. 6E).

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
K14Cre^tg^	Hafner et al, 2004	
Gli2^flox^	Corrales et al, 2006	
Gli3^flox^	Blaess et al, 2008	
Smo^flox^	Long et al, 2001	
Ift88^flox^	Haycraft et al, 2007	
**Antibodies**		
G. Pig anti-K71	Progen	GP71
G. Pig anti-K75	Progen	GP-K6HF
g. Pig anti-K86	Progen	GP-HHB6
Rabbit anti-K14	Biolegend	905304
Chicken anti-K14	Biolegend	906004
Rabbit anti-K10	Biolegend	905404
G. Pig anti-K15	Progen	GPCK15
G. Pig anti-Adipophilin	Fritzgerald Industries	20R-AP002
Mouse anti-BrdU	BD	347580
Rat anti-BrdU	OBT	00306
Goat anti-Lrig1	R&D	AF3688
Rabbit anti-Filaggrin	Covance	905801
Rat anti-CD34	eBioscience	14-0341-82
Goat anti-Gli3	R&D	AF3690
Goat anti-Chicken IgY (H + L) Alexa Flour 488	Invitrogen	A-11039
Donkey anti-Goat IgG (H + L) Cross-Adsorbed, Alexa Fluor 647	Invitrogen	A-21447
Goat anti-Rabbit IgG (H + L) Cross-Adsorbed, Alexa Fluor 647	Invitrogen	A21244
Donkey anti-Rat IgG (H + L) Highly Cross-Adsorbed Alexa Fluor 647	Invitrogen	A78947
Goat anti-Rat IgG (H + L) Cross-Adsorbed Alexa Fluor 594	Invitrogen	A-11007
Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Alexa Fluor 594	Invitrogen	A-11012
Abberior STAR580, Goat anti-Guinea pig IgG	Abberior	ST580-1006
Peroxidase (HRP)- conjugated Donkey anti-Goat IgG (H + L)	Jackson ImmunoResearch	705-035-003
Peroxidase (HRP)-conjugated Donkey anti-Rabbit IgG	Cytiva	NA934
**Oligonucleotides and other sequence-based reagents**	**Forward primer**	**Reverse primer**
qPCR primers	This study	Table 1
Gli2_EX7	AP7D2KM (TaqMan)	Catalog No. #4331348
**Chemicals, Enzymes and other reagents**		
Formaldehyde	Roth	7398.1
Hematoxylin & eosin	Roth & Merck	T865.3 & 109844
BrdU	BD, Oxford Biotech	347580, OBT00306
EDTA	Gibco	15575
PBS	AppliChem	A0964
Goat serum	Sigma-Aldrich	G9023
Donkey serum	Sigma-Aldrich	D9663
Milk powder	Roth	T145.1
Fish skin gelatin	Sigma-Aldrich	935425
Triton X-100	Sigma-Aldrich	T8787
DAPI	Sigma-Aldrich	D9542
Nile red	Sigma-Aldrich	N3013
Collagenase	Gibco	17018029
DNase	Millipore	D5025
Trypsin	Life Technologies GmbH	15090046
F12	Gibco	12765
DMEM	Sigma-Aldrich	D5671
FBS Superior	Merck Millipore	S0615
BSA	Sigma-Aldrich	A2153
Ammonium thiocyanate	Sigma-Aldrich	A7149
ß-Mercaptoethanol	Sigma-Aldrich	63689
4–15% gradient gels	Bio-Rad	4561084
PVDF membrane	GE Healthcare	88518
Ponceau S	Sigma-Aldrich	P3504
2x Laemmli	Bio-Rad	1610737
**Software**		
Adobe Illustrator CS5	Adobe	
Cell Ranger v9.0.1	10x Genomics	
Fiji	Schindelin et al, 2012	
Prism	GraphPad	
Seurat v5.1.0	10.1038/s41587-023-01767-y	
RunHarmony v1.2.1	10.1101/461954	
Metascape	metascape.org	
**Other**		
BX53 microscope	Evident Scientific	
IX83	Evident Scientific	
FV1000	Evident Scientific	
Stellaris5	Leica Microsystems	
7900HT Sequence Detection System	Applied Biosystems	
Illumina NovaSeq 6000	Illumina	
Quantstudio3	Applied Biosystems	
Chromium Next GEM Single Cell 3’ Kit v4	10x Genomics	PN - 1000747
KAPA Library Quantification Kit Complete kit (ABI Prism)	Roche	KK4835
RNAMagic	My-Biobudget	56-1000-100
RNeasy Fibrous Tissue Mini Kit	Qiagen	74704
Quantitech reverse transcription kit	Qiagen	205313
Amersham Prime ECL	Cytiva	
Chemiluminescent substrate for Western Blotting	Cyanagen	PH01A-LB-2
Cell strainer	Avantor	732-2758/59

### Experimental mice

Epidermal deletion of Gli2, Gli3, Smo and Ift88 was accomplished by crossing K14Cre^tg^ mouse line (Hafner et al, 2004) with Gli2^flox^ (Corrales et al, 2006), Gli3^flox^ (Blaess et al, 2008), Smo^flox^ (Long et al, 2001) and Ift88^flox^ (Haycraft et al, 2007) lines which have been described previously. All mouse strains except Smo^flox^ and Ift88^EKO^ were maintained and crossed on the C57BI/6N background. Ift88^EKO^ mice were maintained and crossed on a mixed FVB/N and C57Bl/6N background. Floxed littermates without Cre recombinase were used as a control without gender preference. For labelling proliferating cells, a single dosage of BrdU (Sigma; 100 mg/kg body weight) was administered i.p. 1 h prior to sacrificing the animals. All husbandry and animal experiments were conducted according to the guidelines and license approval by the State Office of North Rhine-Westphalia, Germany.

### Histological analyses

Harvested back skin samples were fixed in 4% formaldehyde solution for 2 h. Paraffin-embedded samples were sectioned with a 5-µm thickness, and hematoxylin & eosin (H&E) staining was performed. Images were taken with a BX53 microscope (Evident Scientific), analysed with Fiji software and scale bars were added using the Fiji software.

For quantification of HF number, HFs with attached SG or dermal papillae were counted from three different fields on each skin sample. HF numbers were normalised to the covered skin area.

For hair type analysis, hairs from three different areas along the central axis were plugged and mounted on slides. A total of 100 hairs per animal were counted. Hair types were determined based on the patterns and bends of the hair shaft. For each genotype, at least three mice were analysed.

Quantification of HF at distinct stages of HF morphogenesis (stages 4, 5 and 6) was done on back skin sections from P0 Gli2^EKO^, Gli3^EKO^, Gli2/3^EKO^ and control mice, and percentages were calculated relative to total HF number. According to Saxena et al, 2018, the following criteria applied for stage 4: the pre-mature hair placode is invaginating into dermis with the dermal condensate closely associated with the growing tip of the placode. At stage 6, when the HF looks more mature, the hair matrix is beginning to surround the dermal condensate, and a hair shaft starts to appear.

### Isolation of the tail epidermal whole mount

As described previously (Braun et al, 2003), tail skin was incubated with 5 mM EDTA (Gibco) for 1 h (P0 animals), 1 h 20 min (P3 animals), 1 h 30 min to 2 h (P6 animals) and 3 h (for older animals) at 37 °C. The tail epidermis was removed carefully with a tweezer and fixed in 3.4% formaldehyde solution for 1 h, followed by two times PBS wash. Tail epidermis samples were stored in PBS at 4 °C for further analysis.

### Immunofluorescence staining

For immunofluorescence, paraffin tissue sections were incubated with 10% normal goat/donkey serum or 1% milk powder for 1 h. For K71, K75 and K86 staining, 0.1% Triton X was included in the blocking solution. Epidermal whole mounts were incubated with TB Buffer (0.25% Fish Skin Gelatin, 0.005 Triton X, 0.25% milk powder in TBS) for 1 h. The following primary antibodies were used: K14 (rabbit, 1:1000; Covance), K10 (rabbit, 1:1000; Covance), K71 (g.pig, 1:200, Progen), K75 (g.pig, 1:200, Progen), K86 (g.pig, 1:200, Progen), K15 (g.pig, 1:100, Progen), Adipophilin (g.pig, 1:250, Fitzgerald Industries), BrdU (mouse, 1:20, BD; rat, 1:500; Oxford Biotech), Lrig1 (goat, 1:100, R&D), Filaggrin (rabbit, 1:1000, Covance) and CD34 (rat, 1:50, eBioscience). All secondary antibodies used were Alexa-488, Alexa-647, Alexa-594 (1:500, Invitrogen) and Abberior STAR580 (1:500, Abberior). 1:1000 DAPI (20 mg/ml, Sigma-Aldrich) was used to counterstain the nuclei.

Nile red solution (1 mg/ml in acetone) was freshly diluted 1:1000 in PBS, and tail whole mounts were incubated for 30 min at RT before rinsing a few times with PBS. For nuclei counterstaining, DAPI was used. All images were taken on widefield (IX83, Evident Scientific), confocal (FV1000, Evident Scientific and Stellaris5, Leica Microsystems) and brightfield (BX53, Evident Scientific) microscopes and analysed with Fiji software. Background subtraction and changes to brightness and contrast were done according to the image signal, and scale bars were added using the Fiji software.

### Quantification of immunofluorescence stainings

#### Quantification of BrdU^+^ cells

BrdU^+^ cells in back skin sections from P0 control, Gli2^EKO^, Gli3^EKO^ and Gli2/3^EKO^ were counted together with the total number of cells (DAPI^+^) and their ratio was calculated as the percentage of BrdU^+^ cells. For quantification of the number of BrdU^+^ cells in the Lrig1-compartment, BrdU^+^/Lrig1+ double-positive cells were counted manually in tail whole mounts from P0 control and Gli2^EKO^ mice. Only the central HFs in HF triplets were considered, and 12–22 HFs per animal were counted.

#### Quantification of sebaceous gland size and number

Following Nile red/Adipophilin staining, tail whole mounts from P49 and P6 control, Gli2^EKO^ and Ift88^EKO^ mice were imaged at least at three different fields using FV1000 (Evident Scientific). The individual size of the sebaceous lobes was measured with Fiji software, focusing on the Nile red/Adipophilin positive area. SGs with low integrity and no clear separation were excluded from the analysis. Based on the SG staining, the number of individual glands per HF was calculated.

#### Quantification of K10 and filaggrin

Fluorescence images of the back skin sections form P6 and P49 control and Gli2/3^EKO^ mice were analysed using custom Fiji macros. The intensity was quantified using a macro to process files containing predefined regions of interest (ROIs), including background subtraction. The ROIs corresponded to the area between the HF infundibulum and the distal tip of the HF within the skin tissue. To exclude potential artifacts, a mask was generated by thresholding the images to remove pixels with intensity values exceeding 8000 arbitrary units (AU) for K10 and 11000 AU for filaggrin. The filtered images were then quantified within the ROIs to extract mean fluorescence intensity.

#### Quantification of K15 and CD34

Fluorescence images of the back skin sections form P6 and P49 control and Gli2/3^EKO^ mice were examined for the presence of K15 or CD34 in HF structures, and HF were classified as either positive or negative. Only regions of HFs where K15 or CD34 expression is typically expressed were analysed.

#### Quantification of Lrig1+ cells

Lrig1^+^ cells in HFs of tail whole mounts from P6 control and Gli2^EKO^ mice were counted manually. About 7–10 central HFs in HF triplets were counted per animal

#### Quantification of the length and thickness of tail skin HFs

Quantification of HFs in tail whole mounts from P3 control and Gli2^EKO^ was done by setting ROIs corresponding to the length and thickness of HFs. The ROIs were measured using a macro on the maximum projection of the z-stack images. Both macros operated in a fully automated manner, and all measurement outputs were exported as CSV files for downstream analysis. About 7–16 central HFs in HF triplets per animal were analysed.

### Sample preparation for single-cell RNA sequencing

Epidermal whole mounts were isolated from the back skin of P2 control and Gli2^EKO^ mice. Therefore, skin was cut into small pieces of 1 cm^2^ and incubated dermis-side down in Collagenase (2 mg/ml, Gibco)/DNase (1 U/ml, Millipore) for 1 h 15 min at 37 °C. Residues of digested dermis were removed by gently pipetting PBS over the skin tissues. The epidermal whole mounts were then incubated in 0.25% Trypsin (Life Technologies GmbH)/0.05 mM EDTA (Gibco) for 1 h at 37 °C, with gentle shearing every 15 min. Trypsin was neutralised with 500 µl of FAD media (F12, Gibco + DMEM, Sigma-Aldrich +  10% FBS Superior, Merck Millipore). The cell suspension was filtered through a 30 µm cell strainer (Avantor), which was subsequently washed with an additional 500 µl of media to recover remaining cells. Cells were centrifuged and resuspended in 0.004% BSA/PBS. Samples with a viability of more than 75% were processed for sequencing.

### Single-cell RNA sequencing

Single cell suspensions in 0.004% BSA/PBS (700-1200 nuclei/µL) were processed with the Chromium Next GEM Single Cell 3ʹ Kit v4 (10X Genomics) with dual indices, aiming for a target of 5000 cells/sample while using the on-chip multiplexing option. Cells and the appropriate mastermix were loaded on a Chromium Next GEM Chip G and run on the Chromium X (10X Genomics) to generate Gel Bead-In-EMulsions (GEMs) according to the manufacturer’s protocol. After incubation, the GEMs were broken, and the pooled fractions were recovered. Silane magnetic beads were used to remove leftover biochemical reagents and primers from the post-GEM reaction mixture. Full-length, barcoded cDNA was then amplified by PCR to generate sufficient amounts for library construction. Library preparation was performed, including End Repair, A-tailing, Adaptor Ligation and PCR. The final libraries were quantified (Qubit) and validated (Tape Station), pooled, and the library pool was then quantified using the Peqlab KAPA Library Quantification Kit (Roche) and the Applied Biosystems 7900HT Sequence Detection System. Libraries were sequenced on an Illumina NovaSeq 6000 sequencing instrument with a 29 + 89 bp sequencing protocol.

### Single-cell RNA sequencing data analysis

Fastq files from a 10x Single Cell 3′ v4 (polyA) OCM run were processed using the Cell Ranger v9.0.1 software against the GRCm39 reference and GENCODE Mouse Release M30 gene annotation. The Cell Ranger default filtered_feature_bc_matrix folder for each genotype sample were further filtered in Seurat v5.1.0 (10.1038/s41587-023-01767-y) to include cells with more than 1000 unique features but less than 8000 and a mitochondrial percentage below 15. 

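Among the deposited control and Gli2 EKO barcodes, 1259 and 731 had 1000 detected genes or fewer, 15 and 6 had 8000 or more, and 857 and 659 had at least 15% mitochondrial UMIs. The limits left 4844 control and 3362 Gli2 EKO cells, 8206 in all.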

The Bioconductor.org package, scDblFinder v1.18.0 (10.12688/f1000research.73600.2) was used to identify doublets, which were also removed. 

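The doublet caller used here was run on each library with an expected doublet rate of 0.06. Its automatic threshold marked 261 control cells (5.39%) and 5 Gli2 EKO cells (0.149%), too uneven to use for a comparison of the libraries. The highest-scoring cells were therefore removed at an equal rate, 387 control and 253 Gli2 EKO cells, which leaves in cells whose score tied with the limit. The cells that the study's stated numbers leave out at this step are 654 in the control (13.5%) and 353 in the Gli2 EKO library (10.5%).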

The resulting matrix used for downstream analysis consisted of 7199 cells (3009 Gli2^EKO^, 4190 control) with a median of 3809 features per cell.

All data was Log-Normalised and the top 2000 variable genes scaled, and their dimensionality reduced using PCA. Data from both genotypes were integrated using the default settings of the RunHarmony v1.2.1 function (10.1101/461954). UMAP was used for downstream dimensionality reduction from the top 20 principal components (PCs). The top 20 PCs were also used for the construction of the shared nearest neighbours graph using Seurat’s FindNeighbors function and subsequent clustering using FindClusters function with the Louvain algorithm with multilevel refinement and a resolution parameter of 0.5.

To focus on Keratinocytes, we first identified all clusters using known canonical markers. 

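The first clustering of the deposited data, over all cells, gave 21 clusters. Those set aside by their markers were fibroblast-like (844 control and 646 Gli2 EKO cells), melanocyte-like (104 control and 68 Gli2 EKO), immune-like (95 control and 51 Gli2 EKO), Schwann-like (39 control and 10 Gli2 EKO), smooth muscle-like (26 control and 20 Gli2 EKO) and endothelial-like (24 control and 8 Gli2 EKO). A cluster was set aside when its score for a cell type other than keratinocyte was over 0.4, a limit raised after the scores were seen. The lowest score of a cluster set aside was 0.539 and the highest of a cluster kept was 0.278.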

The following clusters of cells were labelled for removal: clusters expressing Fbn1 were labelled as fibroblasts, Rgs5 as Smooth Muscles, Pmel as melanocytes, Pecam1 as endothelial cells, and lastly, Fcer1g, Lcp1 as immune cells. This left 5291 keratinocytes (2190 Gli2^EKO^ and 3101 Control), which were processed in the same way as the full dataset.

All differential expression was performed using the Wilcoxon rank-sum test in the Seurat FindMarkers function. The criteria for the tested genes were that they must be expressed in 25% of the respective population and have a log-foldchange ≥ 0.25. *P* value adjustments for multiple comparisons was performed using the Bonferroni correction.

### Gene ontology analysis

Gene ontology (GO) analysis of clusters 8 and 13 was performed using the online Gene Annotation and Analysis Resource tool Metascape (metascape.org). The list of top 110–130 down- and up-regulated genes per cluster was selected, and GO was performed for pathway and process enrichment analysis. Relevant pathways and processes were presented along the fold enrichment, −log10(P).

### qRT-PCR analysis

RNA isolation was done using RNAMagic (Biobudget) and RNeasy Fibrous Tissue Mini Kit (Qiagen). cDNA was synthesised from 0.5 µg total RNA using the Quantitech reverse transcription kit (Qiagen) according to the manufacturer’s protocol. All primers used for qRT-PCR are listed in Table 1. Three technical replicates per biological sample were run on Quantstudio3 (Applied Biosystems). Relative gene expression was normalised to 18S housekeeping gene expression.

**Table 1:** List of mouse primers for quantitative real-time PCR (qRT-PCR).

Target	Forward primer	Reverse primer
*18S*	5′- ATCAGATACCGTCGTAG -3′	5′- GCAAAGCTGAAACTTAAAG-3′
*Filaggrin*	5′- GACAGCCAAGTCCATTCT-3′	5′- ACTCATTCCTCCCTGAC-3′
*Gli1*	5′-GCACCACATCAACAGTGAGC-3′	5′-GACTTCCGACAGCCTTCAAA-3′
*Gli2*	5′- CGCATGATTCGGACCTCTC-3′	5′- GATTGATGGGGTGGGGAAAA-3′
*Gli3*	5′- AACTCCTTGGTTACAATCCTCAAT-3′	5′- GATAGGTCTCTGTGTTGGAAATGT-3′
*K10*	5′- ACCCTTAGCAAGTCTGACCT-3′	5′- CGTTCATTTCCACATTCACATCAC-3′
*K71*	5′- AGACTCCGCTCAGAGATTG-3′	5′- CATCCTTGAGGGCACTGT-3′
*K75*	5′- CGCAACACCAAACAAGAG-3′	5′- GGCATCCTTGAGAGCTAG-3′
*K86*	5′- GGAGCAGAGGTTGTGTGAGG-3′	5′- AGGGGCAGTACCAGAGACG-3′
*K15*	5′- TGGAGATGCAGATTGAGCAGCTGAA-3′	5′- TGCTCCCTCATCTCTGCCAGCA-3′
*CD34*	5′- GGACAGCAGTAAGACCACACCAGC-3′	5′- CCCCAACTGGCATACTGCCT-3′

### Protein analysis by Western blot

Back skin of P3 Control, Gli2^EKO^ and Gli3^EKO^ was used to separate epidermis and dermis. Skin tissue was incubated for 30 min in 400 μl ice-cold split buffer containing 3.8% ammonium thiocyanate. To prepare lysates for WB, epidermal sheets were washed in PBS and added to 50 µl 2x Laemmli (Bio-Rad) buffer before dissociating the tissue by pipetting and freezing on dry ice. Lysates were supplemented with 10% ß-mercaptoethanol and incubated for 5 min at 95 °C before loading a 10 µl sample on 4–15% gradient gels (Bio-Rad). SDS page was performed for 1 h at 100 V. Proteins were transferred onto PVDF membranes (0.45 µm pore size, GE Healthcare) for 16 h at 35 V. Membranes were stained for 5 min with Ponceau S (Sigma) before blocking with 5% milk in TBST (Tris-buffered saline with Tween 20) for 1 h at RT. Membranes were probed with primary anti-Gli-3 antibody (1:1000, R&D) overnight at 4 °C, followed by washing steps and incubation with the secondary HRP-conjugated anti-goat antibody for 45 min at RT (1:10,000, Jackson ImmunoResearch). For detection of K14, membranes were incubated with anti-K14 (1:10,000, rabbit, BioLegend) overnight at 4 °C, before incubating with anti-rabbit pig HRP (1:10,000, Cytiva) antibody for 45 min at RT. Detection of signal was performed with Amersham Prime ECL (Cytiva). Quantification of Gli3^FL^, Gli3^R^ and K14 band intensities was performed with Fiji, and the ratio between proteins was calculated.

### Statistical analysis

Statistical significance was calculated using an unpaired two-tailed Student’s *t*-test, except for data presented in Fig. EV2B, where a paired two-tailed *t*-test was performed. All data were described as mean ± SEM or ±SD as indicated. All statistical analyses were done using GraphPad Prism 10 (GraphPad Software, Inc., La Jolla, CA, USA). Experiments were analysed in a non-blinded manner.

## Supplementary information

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Expanded View Figures

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE 294647 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE294647). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00519-9.

# Supplementary material for: Specific and redundant roles for Gli2 and Gli3 in establishing cell fate during murine hair follicle development
**Source:** EMBO J. 2025 Aug 26;44(19):5290–314. doi: 10.1038/s44318-025-00519-9
**Supplement:** Supplementary file 6 — Source data Fig. 5

## Slide 1
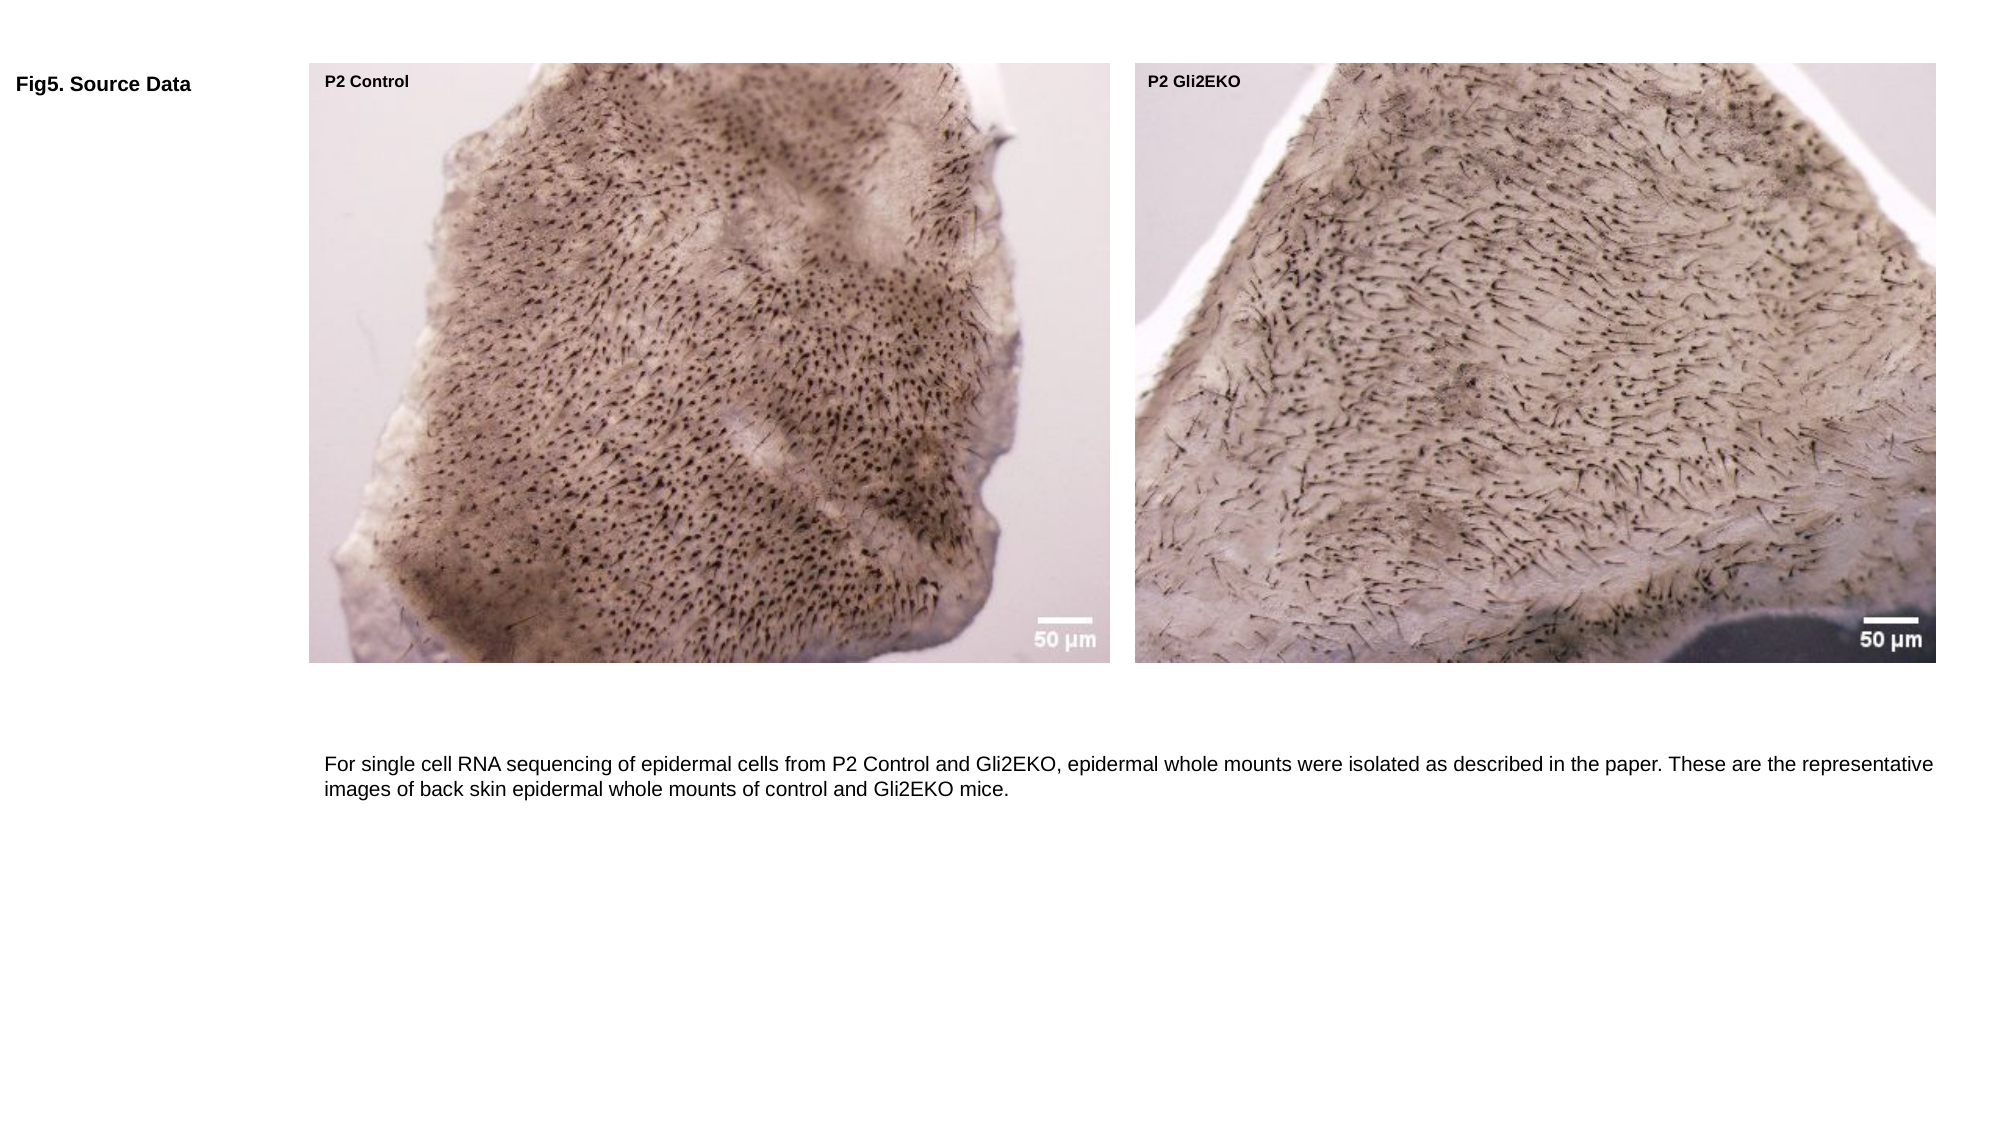

Fig5. Source Data
P2 Control
P2 Gli2EKO
For single cell RNA sequencing of epidermal cells from P2 Control and Gli2EKO, epidermal whole mounts were isolated as described in the paper. These are the representative images of back skin epidermal whole mounts of control and Gli2EKO mice.

# Supplementary material for: Specific and redundant roles for Gli2 and Gli3 in establishing cell fate during murine hair follicle development
**Source:** EMBO J. 2025 Aug 26;44(19):5290–314. doi: 10.1038/s44318-025-00519-9
**Supplement:** Supplementary file 8 — Expanded View Figures

## Expanded View Figures

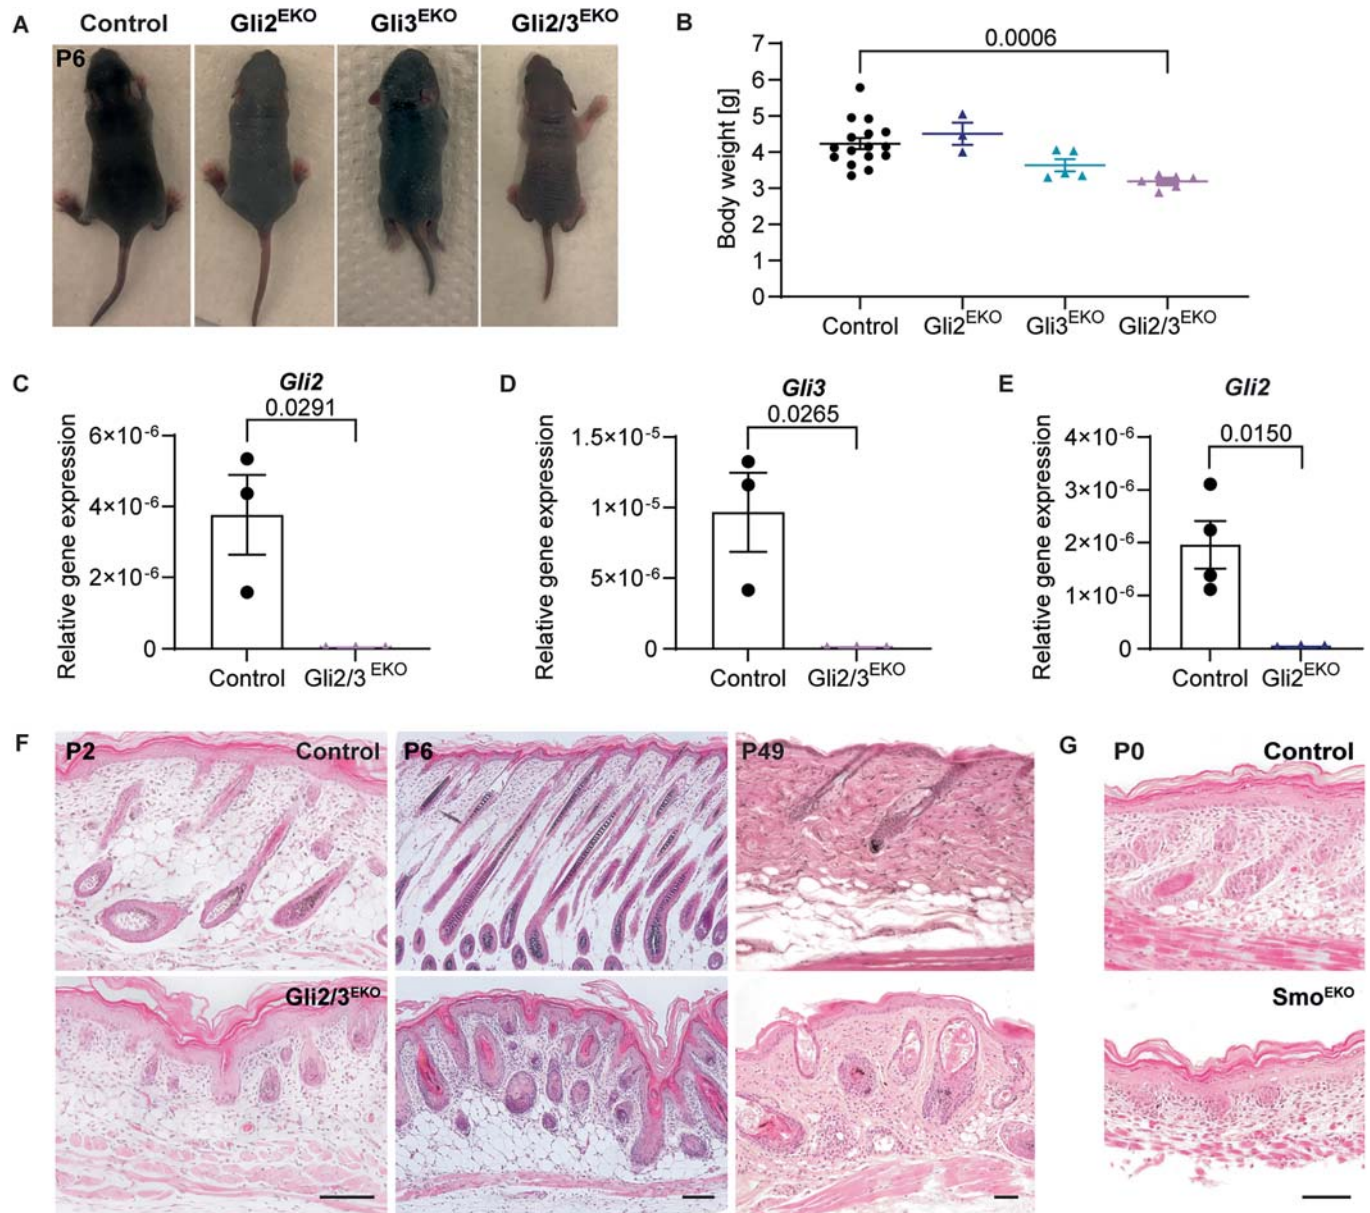

**Figure EV1. Characterisation of Gli<sup>EKO</sup> and Smo<sup>EKO</sup> mouse models.**

(A, B) Representative images (A) and body weight (B) of P6 Gli2<sup>EKO</sup>, Gli3<sup>EKO</sup>, Gli2/3<sup>EKO</sup> and control mice. ( $n = 3-16$  mice/genotype). (C, D) qRT-PCR analysis for Gli2 (C) and Gli3 (D) mRNA expression in tail epidermis from P6 Gli2/3<sup>EKO</sup> and control littermates. Each datapoint represents one animal. ( $n = 3$  mice/genotype). (E) qRT-PCR analysis for Gli2 mRNA expression in back skin epidermis from P3 Gli2<sup>EKO</sup> and control littermates. Each datapoint represents one animal. ( $n = 3-4$  mice/genotype). (F) Representative H&E staining of back skin sections from P2, P6 and P49 Gli2/3<sup>EKO</sup> and control littermates ( $n = 3$  mice/genotype). (G) Representative H&E staining of back skin sections from P0 Smo<sup>EKO</sup> and control littermates. Each datapoint represents one animal. ( $n = 3$  mice/genotype). Scale bars 50  $\mu$ m (F, G). Data were presented as mean  $\pm$  SEM.  $P$  value was calculated using an unpaired Student's  $t$ -test.

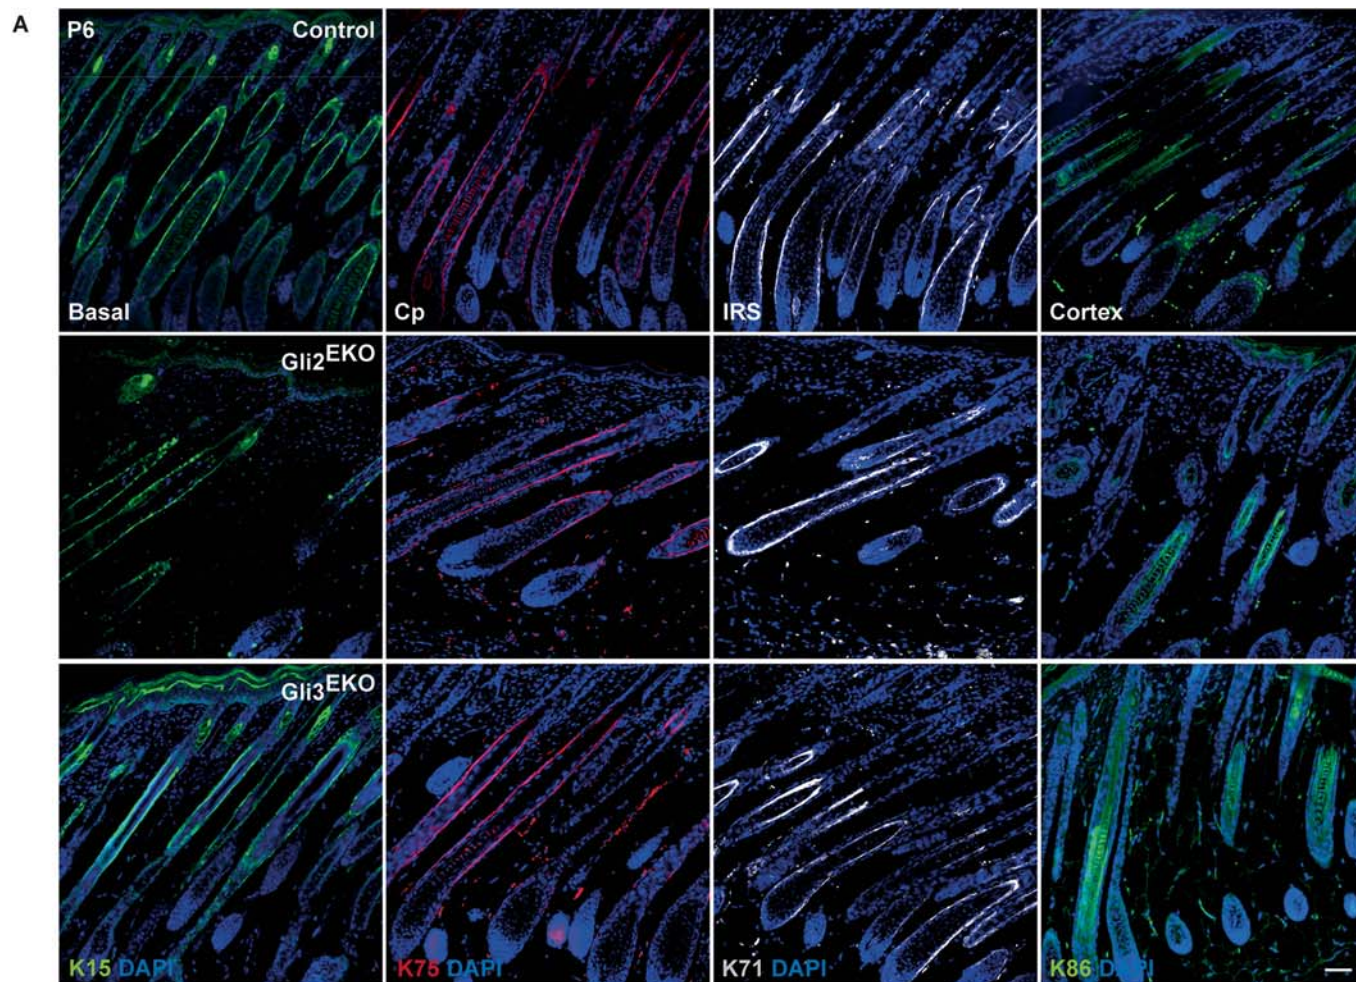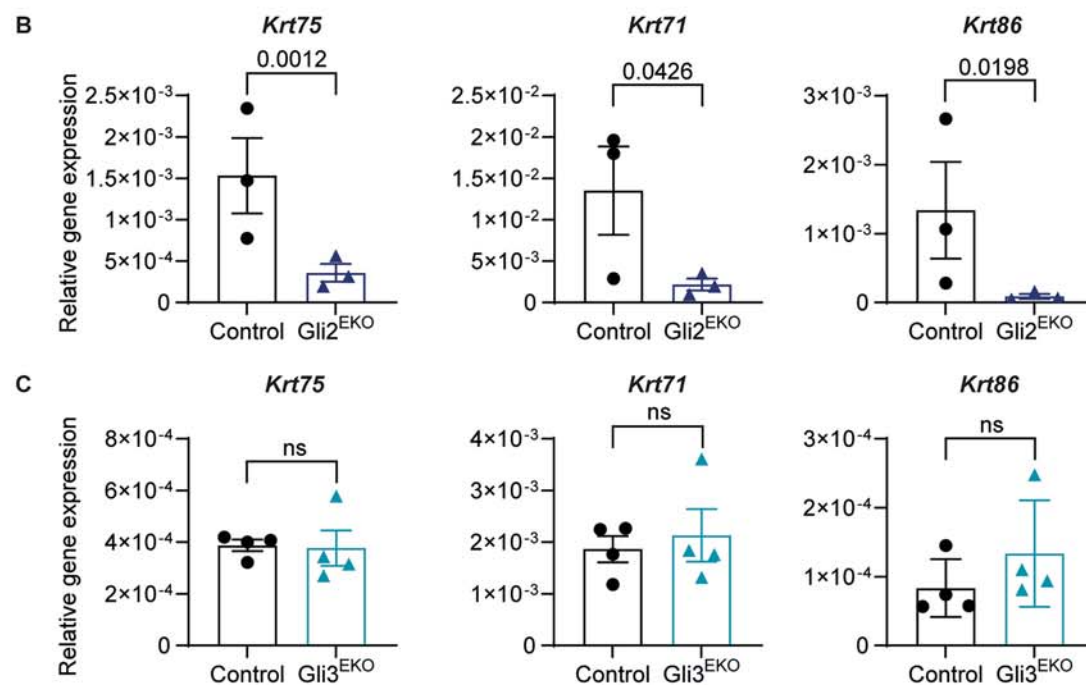

**Figure EV2. Analysis of hair lineage differentiation in Gli2<sup>EKO</sup> and Gli3<sup>EKO</sup> mice.**

(A) Immunofluorescence staining for K15 (green), K75 (red), K71 (grey), K86 (green) and DAPI (blue, nuclei) of back skin sections from P6 Gli2<sup>EKO</sup>, Gli3<sup>EKO</sup> and control mice. ( $n = 3$  mice/genotype) (redisplay of data for control mice from Fig. 2A). (B, C) qRT-PCR analysis of Krt75, Krt71 and Krt86 mRNA expression in back skin of P6 Gli2<sup>EKO</sup> (B) and Gli3<sup>EKO</sup> (C) and control littermates. ( $n = 3$ –4 mice/genotype). Scale bar 50  $\mu$ m. Data were represented as mean  $\pm$  SEM.  $P$  value was calculated using paired (B) and unpaired Student's  $t$ -test (C).

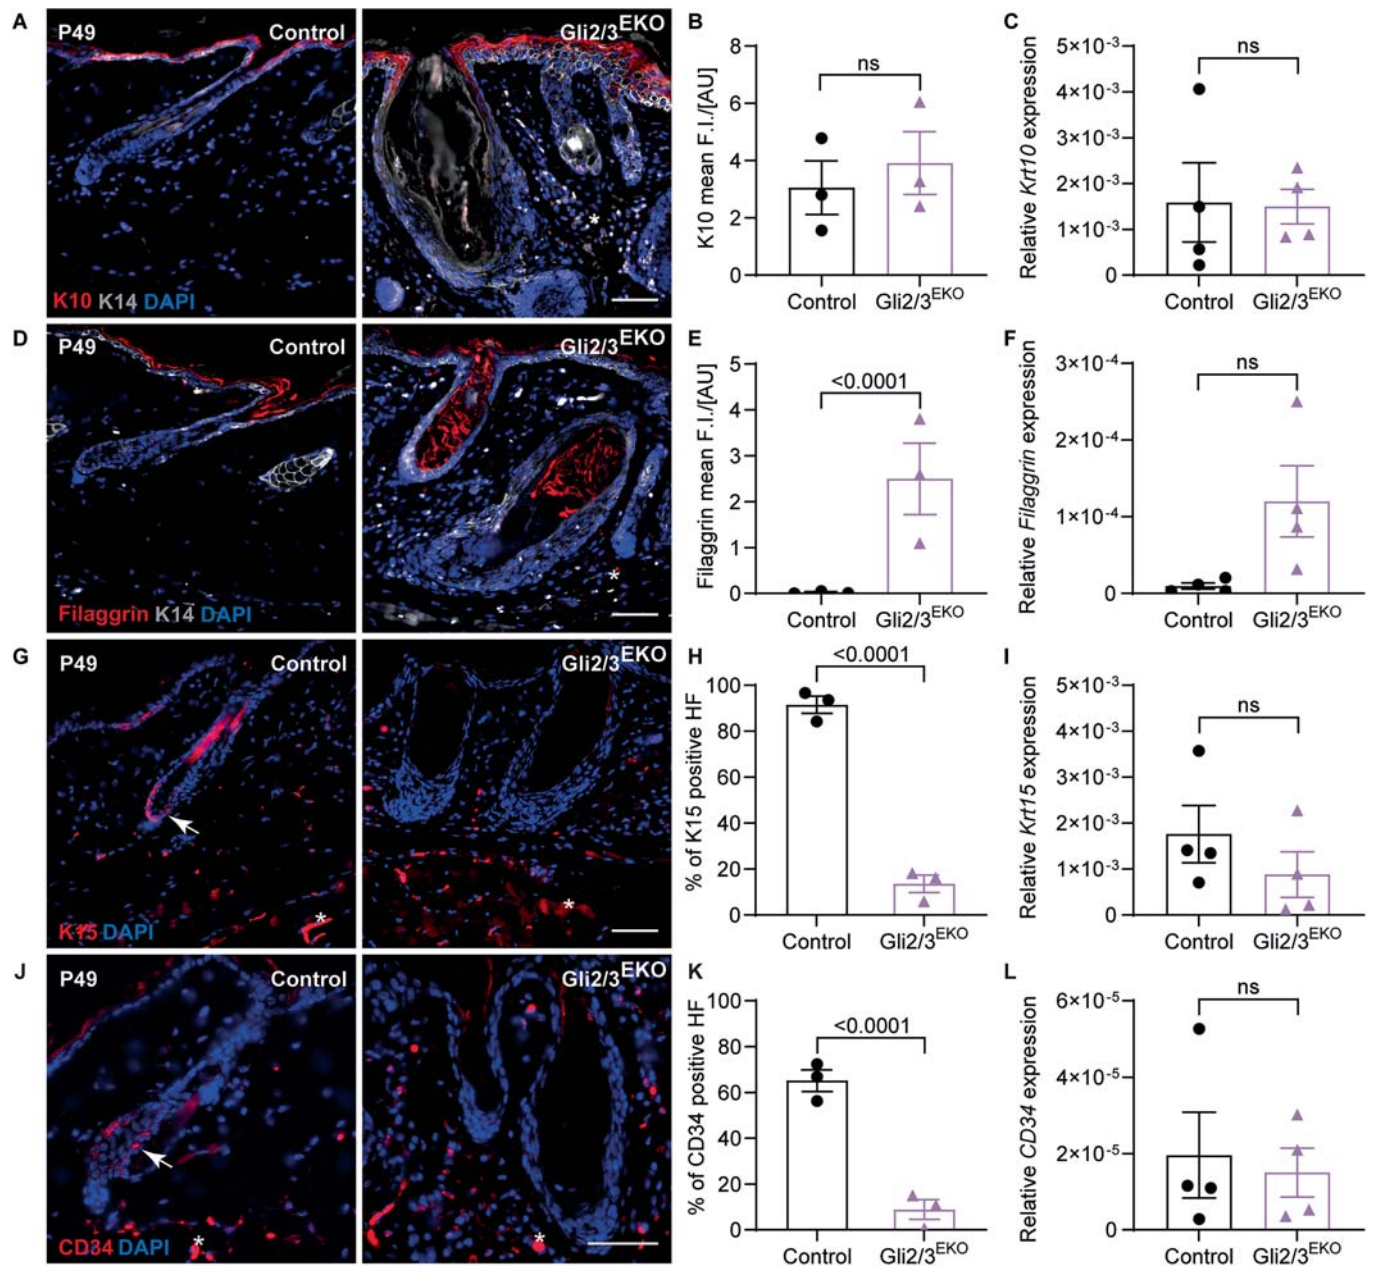

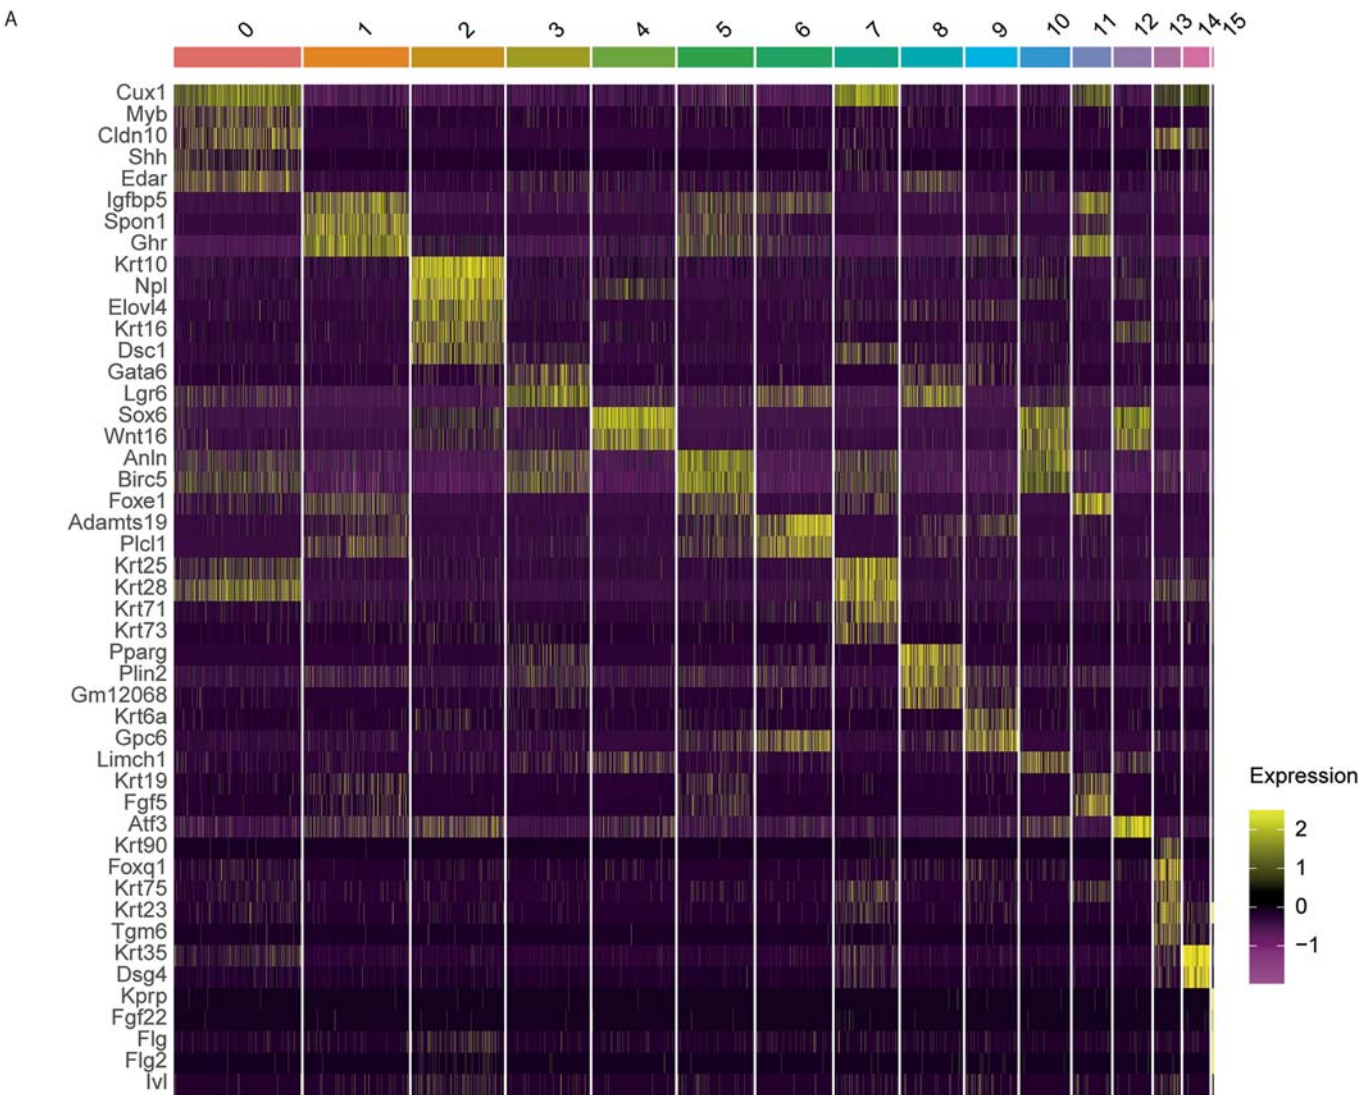

**Figure EV4. Marker expression in keratinocyte clusters.**

(A) Heatmap showing the marker expression defining each cluster. Colours represent scaled expression by gene.

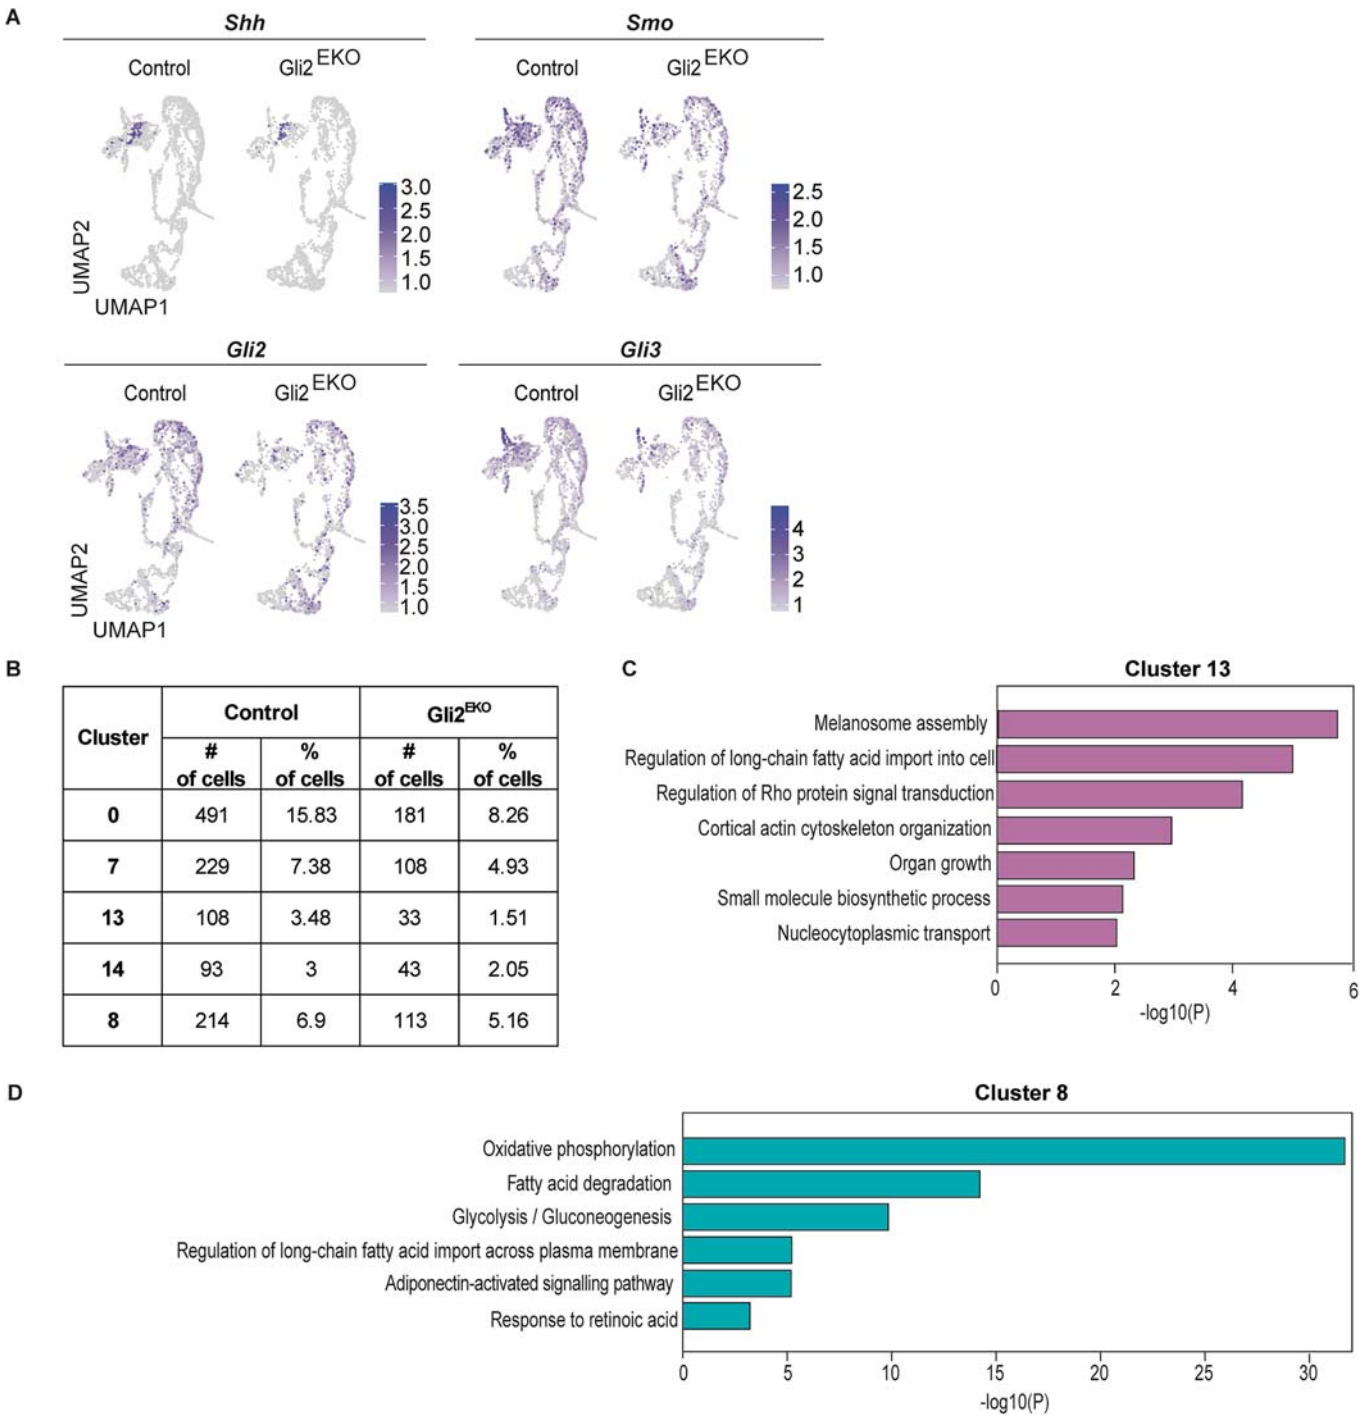

**Figure EV5. Molecular and cellular characterisation of distinct keratinocyte populations in *Gli2*<sup>EKO</sup> mice.**

(A) Feature plots of scRNAseq data showing expression of *Shh*, *Smo*, *Gli2*, and *Gli3* in Control vs *Gli2*<sup>EKO</sup> keratinocytes. Expression levels are colour coded, and expression is shown for values greater than 0.5. (B) Numbers and percentages of keratinocytes for clusters 0, 7, 13, 14 and 8 in control vs. *Gli2*<sup>EKO</sup> scRNAseq dataset. (C, D) Gene ontology for pathway and process enrichment analysis of the top 110–130 down- and up-regulated genes in clusters 13 (C) and 8 (D), respectively. *P* values were calculated based on the cumulative hypergeometric distribution.

How the deposited data were processed for this re-analysis (not part of the article)

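Single-cell RNA was measured at postnatal day 2 in dorsal skin of control and Gli2 EKO mice, with 1 library per genotype, and the genotype of each library was taken from the submitters' labels, which name it. The authors processed the reads of a 10x polyA assay with Cell Ranger 9.0.1 against GRCm39 with GENCODE annotation, and deposited for each library the filtered matrix of UMI counts, as whole numbers per gene and barcode without normalization. The control matrix held 71021773 UMIs and the Gli2 EKO matrix 48866478, with a median of 9796 and 10054 UMIs per barcode. All values in CPM, percent, ratio, score or log2 were computed here from the deposited counts. Gene symbols and identifiers are those of the authors' files, in which 882 symbols are carried by more than one identifier and were kept apart. Coordinates come from a later GENCODE release of the same genome build, matched by identifier for 51 of 51 genes looked up.

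Cells were kept with over 1000 and under 8000 detected genes and under 15% mitochondrial UMIs, as in the study. The study removed doublets with scDblFinder 1.18.0, which was not run here. Doublets were scored per library with Scrublet in scanpy 1.11.5, at an expected rate of 0.06. The automatic threshold had been planned as the main setting, but it marked 5 Gli2 EKO cells against 261 control cells, so removal of the 8% of cells with the highest scores in each library, listed among the alternatives, became the main setting and the automatic threshold took its place there.

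Clustering followed the study's methods in Seurat 5.3.0 under R 4.3.3: log-normalization, 2000 variable genes, 20 principal components, integration of the libraries, a shared nearest neighbour graph and Louvain clustering with multilevel refinement at resolution 0.5 and seed 1, once over all cells and once over keratinocytes. The study integrated with Harmony 1.2.1; here the published Harmony algorithm was written anew with its default settings, and it need not give the same embedding. A cluster of the first round was set aside when the share of its cells with a UMI, averaged over the markers of a cell type other than keratinocytes, was over 0.4. The Hedgehog pathway genes and the genes of Fig. 5D were left out of the variable genes of the keratinocyte clustering. Each marker's log2 CPM, with 10 CPM added, was taken as its deviation from the mean over clusters. This was divided by the marker's standard deviation over clusters plus a small constant. A cluster took the class with the highest mean of these values over its markers, called the score. The score had to be at least 1, with at least 3 markers found in 10% of the cluster's cells. A cluster stayed unnamed when more markers of another class than of its own were among its 10 leading genes. Leading genes were found in at least 25% of a cluster's cells. The marker and gene lists, the clustering settings, the rule for named genes and all alternatives but the last one below were set before the data were examined. The minimum score, the limit for setting clusters aside and the split of rebuilt cluster 9 at resolution 0.3 were chosen after the data were seen. The suprabasal and terminal IFE marker lists were joined for 1 class.

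UMIs were summed per class and library and given as CPM with exact Poisson intervals. Shares of cells carry Clopper-Pearson intervals, and log2 ratios of CPM carry exact conditional binomial intervals, all at 95%. These intervals cover counting error only; with 1 library per genotype no test was made, no p-value is given, and the study's Wilcoxon test over cells was not repeated. Shares of cells with a UMI were taken after each cell was thinned to 2000 UMIs, with immune and endothelial cells as background. The targeted gene Gli2 could not check the labels, because the paper does not state which exons are deleted and the assay counts the polyA end.

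Gene lists for melanosome assembly, cortical actin, the cell cycle, the respiratory chain (nuclear and mitochondrial genes), lipid synthesis, fatty acid degradation, glycolysis and the dissociation stress response were written from general knowledge and are not the terms behind Fig. EV5C and EV5D. A list is given as the median log2 ratio of its genes with at least 20 UMIs over both libraries, with 0.5 UMIs added, and as its percentile among 10000 random lists of the same size matched on expression in 20 bins. The percentile describes these libraries and is not a test. Values over the SG-like class and the Pparg-high cluster together were also computed with the UMIs of the Gli2 EKO cells weighted to the control proportions of both, a check chosen after the values were seen. Genes named in the text are those the paper names in its single-cell results, the cell type markers, the members of the sex, cell cycle and Hedgehog target lists, and, in the classes set beside clusters 13 and 8, the 5 genes with the largest and the 5 with the smallest log2 ratio among those with at least 50 UMIs over both libraries and 3 in each. Genes outside this rule were chosen after their values were seen; they are the leading genes of the rebuilt clusters and Dcn, Ndufa12-ps, Ndufa12, Erdr1 and the Lce1 genes of the closing section. The values of Col1a2, Col3a1 and Col5a1 given there were added after they were seen. The haemoglobin genes are those of a list of blood genes. Some results that fall under these rules are not reported here.

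Ratios, intervals and list percentiles were tested on simulated counts drawn from the means of real genes, with 200 genes changed by known folds. Each gene's count in a class was drawn from a Poisson distribution, without differences between cells. The test thus checks the computation under counting error alone. It cannot show whether the intervals cover the spread between real cells, where single cells can hold most UMIs of a gene. For the lineage-like comparison, over 7574 genes, 96.3% of the intervals of unchanged genes and 97.4% of those of 194 changed genes over the minimum held the true ratio, and 98.5% of the changed genes had the true sign. A list of 40 doubled genes had a median log2 ratio of 1.04 and a percentile of 100, and a list of 40 unchanged genes −0.022 and 25.2. For the SG-like comparison, over 7651 genes, 96.3% of the intervals of unchanged genes and 93.8% of those of 192 changed genes over the minimum held the true ratio, and 99% of the changed genes had the true sign. Its doubled list had a median of 1.00 and its unchanged list −0.035.

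The alternatives were no doublet removal, Scrublet's automatic threshold, a mitochondrial maximum of 10%, resolutions of 0.3 and 0.8, 30 principal components, seed 2, no integration, all variable genes, the mean over cells of each cell's CPM, mitochondrial and ribosomal protein genes left out of the CPM total, thinning to 5000 UMIs, a gene minimum of 100 UMIs in lists and, added after the data were seen, doublets removed in the numbers the study removed. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The enrichment analysis of Fig. EV5C and EV5D, which starts from the study's Wilcoxon calls, and the pictures of the tissue were not analysed here.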

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

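All tests in this part were chosen after the results they weigh were seen.

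Ptch1 was lower over all Gli2 EKO keratinocytes, but in the IFE basal-like class, which the paper does not discuss for this gene, it was higher. There it gave 40.7 CPM in control and 146 CPM in Gli2 EKO cells, a log2 ratio of 1.85 (1.65 to 2.05). In HF1 ORS-like cells the ratio was −0.60, which leaves a difference between the classes of 2.45 on the log2 scale; this difference was not tested, since there is 1 library per genotype. Gli1 moved the same way in IFE basal-like cells, with a log2 ratio of 1.69 (0.92 to 2.54), which depended on doublet removal, from 0.45 (−0.020 to 0.93) with none and 0.89 with the automatic threshold to 2.58 with the study's numbers. Hhip moved the other way, from 15 to 4 UMIs, at −2.42 (−4.47 to −0.77). Gli2 itself was at 0.87 (0.70 to 1.05), while Smo was at 0.014 and Gli3 at −0.16. After thinning, 8.90% of control and 21.6% of Gli2 EKO IFE basal-like cells had a Ptch1 UMI, with medians of 14800 and 13790 UMIs, 1 and 3 cells left out and 40.5% and 58.5% without thinning; in immune and endothelial cells, with medians of 9510 and 11307 UMIs, it was 5.88% and 6.90%.

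The tables argue against several technical explanations of this pattern. Cells or RNA from fibroblasts would bring collagen transcripts, but the log2 ratio in the class was −0.54 for Col1a1, −0.20 for Col1a2 and −0.33 for Col3a1. Col5a1 went the other way, at 0.76 (0.21 to 1.34), as did Dcn, at 2.96. In cells without a UMI of 4 fibroblast genes, 86 control and 123 Gli2 EKO cells, Ptch1 still had a ratio of 1.93 (1.33 to 2.56). HF ORS cells counted in the class would raise their markers, but the median log2 ratio of the 10 HF1 ORS and ORS/SC markers was −0.75, with 3 of them higher. HF matrix cells would have to give 57.0% of the UMIs of the Gli2 EKO class to bring this much Ptch1, and would then bring Cux1 to 503 CPM, where 51.4 CPM was found; for Cldn10 0.231 against 51.6 CPM and for Dlx3 11.5 against 60.5 CPM were found and needed, and for Lef1, whose log2 ratio in the class was 1.23, 172 against 212 CPM. Of the 5 matrix markers over the minimum, 3 were higher, with a median of 0.61; besides Lef1 these are Edar, at 1.05 (0.48 to 1.64), and Dlx3, at 0.61, so a smaller share of matrix or bud cells as a part of the rise stays open. If the integration had moved cells between clusters, the ratio would fall without it, but it then was 1.85. Doublets with HF cells would leave as more cells with high scores are removed, but the ratio rose with removal, from 0.90 with none and 1.2 with the automatic threshold to the value above and to 2.01 with doublets removed in the study's numbers. In each of rebuilt clusters 5, 8 and 13, which make up the class, Ptch1 was higher, with log2 ratios of 2.23, 1.53 and 1.69; in the IFE suprabasal-like class it was −0.093. A difference between the animals that reaches cells outside the epidermis stays open: the log2 ratio of Ptch1 in fibroblast-like cells was 0.019, but in Schwann-like cells, with 30 control and 21 Gli2 EKO UMIs, it was 1.83 (0.95 to 2.68), and in immune-like cells, with 52 and 12 UMIs, −1.53 (−2.57 to −0.60). Such a difference, one limited to keratinocytes and the genotype cannot be told apart with 1 library each. A candidate explanation is a rise of Ptch1 and Gli1 in IFE basal cells that lack Gli2, or cells of early follicle buds that cluster with the IFE; neither was tested beyond these values.

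Ndufa12-ps, a processed pseudogene the paper does not discuss, rose from 3.03 to 28.3 CPM over all keratinocytes, a log2 ratio of 3.22 (2.96 to 3.49). Fibroblast-like cells, in which the epidermal deletion does not act, showed a log2 ratio of 4.25, as a strain variant carried by the animals of 1 library would. Reads shared with the parent gene Ndufa12 stay open: its log2 ratio over keratinocytes was −0.30, where it fell by 19.0 CPM against a gain of 25.2 CPM in the pseudogene, while in fibroblast-like cells it fell by 5.50 CPM against a gain of 18.4 CPM. A variant may also decide to which copy a read is counted, so these explanations cannot be told apart.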

How the results depend on the processing

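The alternative that removes doublets in the numbers the study removed was chosen after seeing the data; the others were planned. Scrublet's automatic threshold, planned as the main setting, was used as an alternative because it marked 5 Gli2 EKO cells. No paired analysis was possible because each genotype has 1 library.

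Of 1055 values of 94 results under 14 alternatives, 882 stayed within the interval of the reported value. A further 22 changed direction from an interval that excludes equality, and 151 moved outside the interval without such a turn. Numbers of cells and clusters had to stay within 1.5 times. For list medians the interval is the spread over the genes of the list, and for Fig. 5D medians the limits of the middle genes. For the other values it is the counting interval. The ratios of shares of the matrix/progenitor-like, IRS-like, lineage-like and hair shaft-like classes stayed within their intervals under every alternative run on them, at 0.505 to 0.573, 0.564 to 0.691, 0.408 to 0.519 and 0.609 to 0.758. So did the log2 ratios over all keratinocytes of Ptch1, Gli1, Smo and Shh, and the medians of the Fig. 5D genes in the matrix/progenitor-like, lineage-like and hair shaft-like classes.

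For the values below, the cause was not tested, apart from the tests of Krt71 and Krt25 under other observations. With no doublet removal, the log2 ratios in the IRS-like class were 1.16 for Krt25, 1.26 for Krt71 and 1.16 for the Fig. 5D median, the ratio of IFE shares was 1.9, matrix/progenitor-like cells held 73.8% of the Shh UMIs, Krt79 in the Pparg-high HF2 ORS-like cluster was at 0.074, and over this cluster and the SG-like class together the Fig. 5D median was 0.45 and that of nuclear respiratory chain genes 0.44. With the automatic threshold the same keratins were at 0.99 and 1.08 and the IRS-like median at 0.99, the Shh share was 83.0%, Krt79 in the Pparg-high cluster 0.078 and the Fig. 5D median over both SG populations 0.41. With doublets removed in the study's numbers, Krt90 in the lineage-like class was at 0.22 and Pparg in the SG-like class at 0.23. The same setting, in the cluster then picked as Pparg-high, gave −0.47 for Pparg, 0.30 for Krt79, 0.081 for the Fig. 5D median and 1.09 for the ratio of shares. It also gave 85.7% of the Shh UMIs in the matrix/progenitor-like class and Fig. 5D medians of −0.58 in the IRS-like class, 0.50 in the SG-like class and 0.47 over both SG populations, with 0.14 for mitochondrial respiratory chain genes and 0.59 for lipid synthesis in the SG-like class and 0.55 for lipid synthesis over both. Under it too few cell cycle genes reached the UMI minimum in the lineage-like class for a median.

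With 30 principal components, the IRS-like Fig. 5D median was −0.40, Krt79 in the Pparg-high cluster 0.13, the lineage-like cell cycle median −0.28, and over both SG populations the Fig. 5D median 0.51, nuclear respiratory chain 0.45 and lipid synthesis 0.48. All variable genes gave 0.12 for Krt79 in the Pparg-high cluster, −0.024 for Pparg over both SG populations and −0.75 for the lineage-like cell cycle. Without integration these were 0.17 for Krt79 and 0.041 for the cell cycle, with 0.49 for the Fig. 5D median and 0.45 for nuclear respiratory chain genes over both SG populations. At resolution 0.3, Krt79 in the Pparg-high cluster was at 0.24 and the Fig. 5D median over both SG populations at 0.39; at resolution 0.8 the Shh share was 84.8% and the IRS-like Fig. 5D median −0.61. Seed 2 gave 0.087 for that Krt79 ratio and 0.42 for that median.

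A mitochondrial maximum of 10% gave a Shh share of 81.8%, −0.55 for the IRS-like Fig. 5D median, 0.11 for Krt79 in the Pparg-high cluster, 0.0021 for the lineage-like cell cycle, and 0.47 for the Fig. 5D median and 0.51 for lipid synthesis over both SG populations. The mean of CPM per cell gave 0.10 for Gli2 and −0.70 for Gli3 over all keratinocytes, −0.73 for the IRS-like Fig. 5D median, −0.19 for the lineage-like cell cycle, 0.47 for nuclear respiratory chain genes and 0.33 for glycolysis in the SG-like class, and 0.057 for lipid synthesis over both SG populations. Leaving mitochondrial and ribosomal genes out of the CPM total gave −0.41 for the IRS-like median, and thinning to 5000 UMIs a ratio of 0.841 for the share of keratinocytes with a Ptch1 UMI. A gene minimum of 100 UMIs moved no list median outside its interval.

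Few cells and UMIs limit the lineage-like class, with 36 Gli2 EKO cells and 10 Krt90 UMIs in them. The SG-like class is limited by its few cells, 26 in the Gli2 EKO library.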

Differences from the paper's values

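The paper compared expression with a Wilcoxon test that takes cells as replicates, while the values here compare 1 library with 1 library and carry no test. Classes were rebuilt from markers, so each is set beside a cluster of the paper without a list of its cells.

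The share of keratinocytes in the SG-like class was 1.13% in Gli2 EKO and 1.2% in control, where the paper gives 5.16% and 6.9% for its cluster 8. None of the alternatives set before the data were examined comes within the limit used here, 1.5 times the paper's value, in either library. With the Pparg-high HF2 ORS-like cluster added, the share was 7.94% in Gli2 EKO, against the paper's 5.16%; among the alternatives set before the data were examined, no integration (6.90%) and 30 principal components (6.68%) come within the limit, and all variable genes, both other resolutions, no doublet removal, the automatic doublet threshold, the lower mitochondrial maximum and the other seed do not. The Pparg-high cluster alone, at 6.81% and 7.85%, comes within the limit in both libraries, but not with all variable genes (11.7% and 11.9%) or at resolution 0.3 (14.8% and 16.3%), nor in the control library with doublets removed in the study's numbers (4.55%). Removing doublets in the study's numbers, chosen after seeing the values, also brings the SG-like class to within the limit in the control library, at 8.44%, and leaves it at 8.04% in the Gli2 EKO library; under this setting the lineage-like class set beside cluster 13 falls to 0.758% and 0.309%.

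The paper describes higher expression of each of its early sebocyte markers in the Gli2 EKO cells of cluster 8. Of these markers, Plin2 and Krt79 were higher in the SG-like class, Plin2 and Pparg in the Pparg-high cluster and all of them over both together, at 0.58, 0.14 and 0.29 for Plin2, Pparg and Krt79, and at 0.39, 0.094 and 0.12 with the Gli2 EKO cells of both mixed as in control. Against it stand Pparg in the SG-like class, at −0.31, and Krt79 in the Pparg-high cluster, at −0.13. With doublets removed in the study's numbers, a setting chosen after seeing the values, Pparg in the SG-like class is higher, at 0.23. The class is then larger, as given above, and Plin2 and Krt79 in it are higher too, at 1.05 and 0.50. In the cluster picked as Pparg-high under that setting, Pparg is at −0.47. That cluster holds 4.55% of control and 4.94% of Gli2 EKO keratinocytes and may be another population. Krt79 in the cluster picked as Pparg-high is above 0 with no doublet removal (0.074), the automatic threshold (0.078), no integration (0.17), all variable genes (0.12), 30 principal components (0.13), the lower mitochondrial maximum (0.11), resolution 0.3 (0.24), seed 2 (0.087) and the study's doublet numbers (0.30). For IRS differentiation the paper describes similar marker expression; of the markers it names, Krt28 had a log2 ratio of −0.055, while Krt25 and Krt71 were lower, at −0.48 and −0.85. No alternative brings Krt25 and Krt71 to the level of Krt28; with no doublet removal they are at 1.16 and 1.26. Without the 3 cells with the most UMIs of each library, Krt28, Krt25 and Krt71 come closer, to 0.18, 0.32 and 0.085 with no doublet removal and to 0.075, 0.16 and −0.083 with the automatic threshold, a combination looked at after seeing the values. The paper places Shh expression in cluster 0 alone; matrix/progenitor-like cells held 78.1% of its UMIs, and IRS-like cells 16.5%. Of the lists compared here for processes the paper describes as decreased in cluster 13, the medians for melanosome assembly (−0.23), cortical actin (−0.16) and lipid synthesis (−0.16) were lower in lineage-like cells, and that for the cell cycle, taken as a measure of growth, higher (0.26). The cell cycle list is lower with 30 principal components (−0.28), all variable genes (−0.75) and the mean of CPM per cell (−0.19).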

Other observations

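The tests of Krt71 and Krt25 and that of respiratory chain genes in fibroblast-like cells were planned before their values were seen, but the rules for reading the respiratory chain and haemoglobin tests were tightened afterwards, which left both open; the other tests of this part were chosen after the result was seen.

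The IFE-like classes held a share of keratinocytes 2.16 times as high in the Gli2 EKO as in the control library. If this alone had lowered the shares of follicle classes, they would be equal among keratinocytes outside the IFE-like classes. There the ratio of shares was 0.734 (0.605 to 0.888) for the matrix/progenitor-like class, and 0.678 to 0.790 over the alternatives, which argues against it for this class. The IRS-like ratio was 0.809 (0.662 to 0.984), and 0.762 to 0.927 over the alternatives. This argues against the explanation less firmly, since the interval ends near equal shares. For the lineage-like class, at 0.699 (0.464 to 1.03), and the hair shaft-like class, at 0.884 (0.610 to 1.26), a lower share and an effect of the IFE share cannot be told apart, because these classes hold 36 and 46 Gli2 EKO cells. The HF2 ORS-like class had a ratio of 1.32 (1.13 to 1.55) outside the IFE-like classes, and the SG-like class 1.26 (0.739 to 2.12). Follicles that formed later in Gli2 EKO skin may account for both shifts, but so may a different yield of follicle cells at dissociation of the animals of 1 library, which was not tested.

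The direction of Krt71 and Krt25 in IRS-like cells turned with doublet removal. Without doublet removal the Gli2 EKO cell with the most UMIs held 3770 of Krt71 and 4180 of Krt25, and after it 352 and 576. A few such cells could have set the direction, so the 3 cells with the most UMIs of each library were left out. The log2 ratios without doublet removal then fell from 1.26 to 0.085 (0.0081 to 0.16) for Krt71 and from 1.16 to 0.32 (0.26 to 0.39) for Krt25, so these cells carry most of the rise above 0. With the automatic threshold, looked at afterwards, Krt71 fell from 1.08 to −0.083 (−0.16 to −0.0062) and Krt25 from 0.99 to 0.16 (0.10 to 0.23). After doublet removal the values without the 3 cells were −1.41 and −0.59. These cells alone do not account for the turn, since without them doublet removal still moves both ratios from these values to the lower ones; for Krt71, though, the direction with the automatic threshold is then that after doublet removal. Whether the further cells removed were doublets or strongly differentiated IRS cells stays open.

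In contrast, 97.7% of the Retn UMIs of Gli2 EKO SG-like cells were in 3 cells, so the high ratio of Retn may reflect these cells and not the class. The Lce1 genes gave 37634 UMIs in control and 570 in Gli2 EKO keratinocytes, and 98.7% of the control UMIs were in the 8 cells with at least 30 of them; of 221 control and 314 Gli2 EKO IFE suprabasal-like cells, most thus hold few of these UMIs, and the difference may rest on whether cells with many were caught. No biological explanation was tested for either.

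Nuclear respiratory chain genes were higher in Gli2 EKO SG-like cells, with a median of 0.37 (0.31 to 0.42), but also in fibroblast-like cells, where 72 of 77 genes were higher with a median of 0.21 (0.20 to 0.24), and over all keratinocytes (0.24), IFE basal-like (0.21), IFE suprabasal-like (0.20) and matrix/progenitor-like cells (0.20). Ranges after these list medians come from the spread over the genes of the list. A difference of equal size in every cell of the library is argued against by the lineage-like class, at −0.28 (−0.38 to −0.20). Part of the rise in SG-like cells may thus belong to the library, through the handling or the animals. The medians of these classes do not share a baseline. Random lists matched on expression had medians of 0.15 in SG-like, 0.011 in IFE basal-like and 0.014 in matrix/progenitor-like cells. The larger SG-like median alone therefore does not show a larger rise in SG-like cells. A library-wide difference and a rise of the SG lineage on top of it cannot be told apart with 1 library per genotype. Mitochondrially encoded genes had medians of 0.046 over all keratinocytes and 0.13 in matrix/progenitor-like cells.

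Haemoglobin RNA was lower in the Gli2 EKO library, with log2 ratios of −2.03 (−2.16 to −1.90) in keratinocytes, −2.36 (−2.67 to −2.06) in fibroblast-like, −3.41 (−4.39 to −2.57) in immune-like and −1.08 (−1.46 to −0.70) in IFE basal-like cells. Free RNA from blood would lower them alike; they are all lower but by unequal amounts, so it cannot be told apart from blood cells caught with other cells, with 12 Gli2 EKO UMIs in the immune-like cells.

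Gm47283 was lower in Gli2 EKO keratinocytes, at −2.88 (−3.03 to −2.73). A smaller share of male cells would lower other genes of the Y chromosome as much, but Ddx3y was at −0.21, Eif2s3y at −0.20, Kdm5d at −0.17 and Uty at −0.25, and Xist gave 10 control and 5 Gli2 EKO UMIs. Reads shared with the copy Erdr1 would have raised it, but it fell too, from 184 to 49 UMIs, a log2 ratio of −1.44. It fell also where the epidermal deletion does not act, in fibroblast-like cells, with a log2 ratio of −1.59 (−1.94 to −1.26), and in immune-like cells, from 86 to 5 UMIs, at −3.52 (−5.17 to −2.24). RNA carried over from keratinocytes does not account for these falls: Krt5, Krt14 and Krt15 reached at most 2.28% of their keratinocyte CPM in control fibroblast-like and 4.33% in control immune-like cells, which would carry 2.14 and 4.07 CPM of Gm47283, where 40.4 and 91.3 CPM were found. A loss of Gli2 inside the cells measured thus leaves the falls outside keratinocytes unexplained. A strain variant in the animals of 1 library and an indirect effect of the genotype cannot be told apart, because the fall in fibroblast-like cells is smaller than that in keratinocytes and there is 1 library per genotype.

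Some further differences were noted without a test of their explanation. Krt79 was higher in Gli2 EKO companion layer-like cells, at 1.09 (1.03 to 1.14), and in IRS-like cells, at 2.40 (2.21 to 2.59), and lower in IFE basal-like cells, at −1.88 (−2.22 to −1.55); over all keratinocytes it was at 0.62, Plin2 at 0.36 and Pparg at 0.023. Over all keratinocytes, Hhip had a log2 ratio of −1.40 (−1.89 to −0.93). In fibroblast-like cells Gli1 was at 0.20 (0.012 to 0.38) and Hhip at −0.73 (−0.83 to −0.62), although the deletion is epidermal. Cell cycle genes were lower over all keratinocytes, in 21 of 22 genes with a median of −0.26 (percentile 1.2), and in the IFE suprabasal-like class (−0.40), and near equal in IFE basal-like (−0.066) and matrix/progenitor-like cells (−0.089). Genes of the dissociation stress response had medians of 0.093 over all keratinocytes, −0.55 in lineage-like, −0.28 in IFE basal-like, −0.23 in IFE suprabasal-like and −0.11 in matrix/progenitor-like cells.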
